# CDK9 Inhibitor Induces the Apoptosis of B-Cell Acute Lymphocytic Leukemia by Inhibiting c-Myc-Mediated Glycolytic Metabolism

**DOI:** 10.3389/fcell.2021.641271

**Published:** 2021-03-04

**Authors:** Wen-Li Huang, Tuersunayi Abudureheman, Jing Xia, Lei Chu, Hang Zhou, Wei-Wei Zheng, Neng Zhou, Rong-Yi Shi, Ming-Hao Li, Jian-Min Zhu, Kai Qing, Chao Ji, Kai-Wei Liang, Sa Guo, Gang Yin, Cai-Wen Duan

**Keywords:** CDK9 inhibitors, cell apoptosis, glycolysis, c-Myc, B-cell acute lymphocytic leukemia

## Abstract

B-cell acute lymphocytic leukemia (B-ALL), a common blood cancer in children, leads to high mortality. Cyclin-dependent kinase 9 inhibitor (CDK9i) effectively attenuates acute myeloid leukemia and chronic lymphoblastic leukemia by inducing apoptosis and inhibiting cell proliferation. However, the effect of CDK9i on B-ALL cells and the underlying mechanisms remain unclear. In this study, we showed that CDK9i induced the apoptosis of B-ALL cells *in vitro* by activating the apoptotic pathways. In addition, CDK9i restrained the glycolytic metabolism of B-ALL cells, and CDK9i-induced apoptosis was enhanced by co-treatment with glycolysis inhibitors. Furthermore, CDK9i restained the glycolysis of B-ALL cell lines by markedly downregulating the expression of glucose transporter type 1 (GLUT1) and the key rate-limiting enzymes of glycolysis, such as hexokinase 2 (HK2) and lactate dehydrogenase A (LDHA). Moreover, cell apoptosis was rescued in B-ALL cells with over-expressed c-Myc after treatment with CDK9i, which is involved in the enhancement of glycolytic metabolism. In summary, our findings suggest that CDK9 inhibitors induce the apoptosis of B-ALL cells by inhibiting c-Myc-mediated glycolytic metabolism, thus providing a new strategy for the treatment of B-ALL.

## Introduction

B-cell acute lymphoblastic leukemia (B-ALL) is one of the most frequently occurring malignancies in children, with a peak incidence between 1 and 4 years of age. Considering the improvements in multimodal chemotherapy regimens over the past few decades, the 5-year survival rate for pediatric B-ALL is now close to 90% (Malard and Mohty, 2020). However, a proportion of patients still shows no response to existing therapeutic drugs and suffered from the side-effects of long-term multi-drug treatment. In addition, existing therapeutic drugs cannot further improve the prognosis of refractory and relapsed B-ALL (Kuhlen et al., 2019). Therefore, new strategies for the treatment of B-ALL should be identified.

The inhibition of the cell cycle is one of the key mechanisms in the development of drugs for leukemia treatment (Ghelli Luserna di Rora et al., 2017). Therefore, chemotherapeutic drugs mainly interfere with DNA synthesis and inhibit cell cycle on leukemic cells. Cyclin-dependent kinases (CDKs) are one family of serine/threonine protein kinases and regulate the cell cycle division and gene transcription. CDKs can be divided into two categories according to their function, namely, CDKs that regulate cell cycle and CDKs that modulate gene transcription (Malumbres, 2014; Lemmens and Lindqvist, 2019). Cyclin-dependent protein 9 (CDK9) belongs to the CDK cyclin family, which includes in CDK4, CDK6, and CDK7. CDK9 modulates the transcription elongation and mRNA maturation of genes but does not regulate cell cycle of cells (Asghar et al., 2015). CDK9 phosphorylates Ser-2 and Ser-5 of the carboxyl terminal domain (CTD) of RNA polymerase II (RNA Pol II), which is involved in transcription elongation (Laitem et al., 2015; Gressel et al., 2017). CDK9 participates in the development and progression of many types of tumors by recruiting p-TEFb to the promoters of oncogenes in a BRD4-dependent manner (Franco et al., 2018). Therefore, CDK9 could serve as a potential therapeutic target in most of malignant tumors (Sonawane et al., 2016). CDK9 inhibitors have a significant inhibitory effect on acute myeloid leukemia (AML) and chronic lymphocytic leukemia (CLL) (Yin et al., 2014; Boffo et al., 2018). SNS-032, a CDK9 selective inhibitor, has entered clinical trials for the treatment of AML, CLL, and multiple myeloma (Tong et al., 2010; Walsby et al., 2011). AZD4573, another highly selective inhibitor of CDK9, has been validated in hematological malignancies (Cidado et al., 2020). However, the effect of CDK9 inhibitors on B-ALL cells and the underlying mechanism remain unknown.

Tumor cells favor anaerobic glycolysis as energy source even under sufficient oxygen condition, which is known as the Warburg effect. As the initial step in glucose metabolism, glycolysis consists of several reactions that are involved in several key rate-limiting enzymes, such as hexokinase (HK), phosphofructokinase (PFK), and pyruvate kinase (PK) (Counihan et al., 2018). CDK6 links the cell cycle and cell metabolism of tumors by phosphorylating two key enzymes, 6-phosphofructokinase (PFK1), and pyruvate kinase M2 (PKM2) and leads to the inhibition of glycolytic pathway and fuels the pentose phosphate (PPP) and serine pathways (Wang et al., 2017). CDK9 inhibition stops the gene transcription and results in the downregulated expression of a large proportion of genes, such as c-Myc and Mcl-1 (Boffo et al., 2018). The oncogene c-Myc controls many aspects of cell biological processes, such as cell growth, proliferation, differentiation, and apoptosis (Garcia-Gutierrez et al., 2019). As a metabolic sensor, c-Myc stimulates the glycolysis, mitochondrial biogenesis and glutamine metabolism by directly modulating the expression of metabolism-related genes in tumor cells (Stine et al., 2015; Dejure and Eilers, 2017). However, whether CDK9 inhibitors induce cell apoptosis in leukemia by suppressing c-Myc-mediated glycolysis is largely unknown.

The oncogene c-Myc encodes a transcription factor c-Myc, which links altered cellular metabolism to tumorigenesis. c-Myc regulates genes involved in the biogenesis of ribosomes and mitochondria, and regulation of glucose and glutamine metabolism.

In the study, we discovered that CDK9 inhibitors induced the apoptosis of B-ALL cells by restraining glycolysis, which was enhanced by co-treatment with glycolysis inhibitors *in vitro*. Moreover, cell apoptosis was reversed in B-ALL cells with overexpressed c-Myc after treatment with CDK9 inhibitors, which are involved in the enhancement of glycolytic metabolism. Therefore, these findings provide a potential treatment strategy for B-ALL in the clinic.

## Materials and Methods

### Clinical Samples

Bone marrow samples from patients with childhood B-ALL were collected in Shanghai Children’s Medical Center (SCMC). Sample usage and protocols were approved and supervised by the SCMC Ethics Committee. All the samples were analyzed in a blind manner and stored in SCMC. B-ALL cells were seeded at a density of 10^6^ cells/ml in STEMSPAN (Gibco) medium supplemented with 20 ng/ml recombinant human IL3 (rhIL3), 10 ng/ml rhIL7, 10 ng/ml rhIL6, 10 ng/ml rhIL2, 10 ng/ml rhIGF-1, 20 ng/ml rhFlt3L, and 10 ng/ml rhVcam1. B-ALL cells were treated with or without 1 μM of SNS-032 for 24 h, and the percentage of apoptosis was analyzed by flow cytometry.

### Culture of Cell Lines

Human B-ALL cell lines, SEM, RS4;11, NALM6, and REH, were purchased from the American Type Culture Collection (Manassas, VA, United States) and cultured in RPMI-1640 medium supplemented with 10% fetal bovine serum (FBS, Gibco) and 1% penicillin–streptomycin (Gibco). Cell lines were routinely detected by mycoplasma contamination test and were assessed using short tandem repeat (STR) DNA profiling.

### Drug Sensitivity Assay

A total number of 12,000 cells per well were seeded in a 96-well plate and then treated with different concentration of drugs (SNS-032 and AZD4573, obtained from Selleck, Houston, TX, United States) for 72 h. Cell viability was evaluated using CTG (Promega CellTiter-Glo^TM^ Luminescent Cell Viability Assay Kit) according to the manufacturer’s protocol. The absorbance optical density of 405 nm was recorded using a microplate reader (Synerge2; BioTek Instruments, Winooski, VT, United States), and the half maximal inhibitory concentration (IC50) was calculated using GraphPad Prism.

### Quantitative Reverse Transcription–Polymerase Chain Reaction (qRT-PCR)

Total RNA was isolated using the TRIzol reagent (Life technologies). qRT-PCR was performed according to the protocol of QIAGEN SYBR Green PCR. The primers are listed as follows: β-actin: forward (F): 5′-TGCCGACAGGATGCAGAAG-3′ and reverse (R): 5′-GCCGATCCACACGGAGTACT-3′; HK2: F: 5′-CTCTCTGCAACCAGTTCTCTG-3′ and R: 5′-CCAGGCAT TCGGCAATGTG-3′; LDHA: F: 5′-ATGGCAACTCTAAAGGA TCAGC-3′ and R: 5′-CCAACCCCAACAACTGTAATCT-3; BCL2: F: 5′-AAGATTGATGGGATCGTTGC-3′ and R: 5′-TGT GCTTTGCATTCTTGGAC-3′; GLUT1: F: 5′-CAGTTTGTGC TTTGCTGGCTACAACACTGGAGT-3′ and R: 5′ATAGCGGTG GACCCATGTCT-3′; MCM4: F: 5′-CCTCATTGGTAAAGGGC TAGAG-3′ and R: 5′-TAGCCAGGGTGACAGAGTAA-3′; MC M7: F:5′-CCAGGAGATGAAGATGCAAGAA-3′ and R: 5′-GG GCAATCCTTGTGTTCTCT-3′; BCL2L: F: 5′-TCAGGCTGCTT GGGATAAAG-3′ and R: 5′-AGGCTTCTGGAGGACATTTG-3′.

### RNA-Seq Analysis

Total cellular RNA was isolated using the TRIzol reagent. Briefly, mRNA was reversed to cDNA for constructing the library. Then, the cDNA library was measured by RNA sequencing. The raw reads were filtered, and clean reads were mapped using Bowtie2 and HISAT. The gene expression level (FPKM) was calculated according to the RSEM, and the data were analyzed.

### Western Blot

B-cell acute lymphocytic leukemia cell lines were seeded at a density of 10^6^ cells/ml and treated with drugs. Total cells were collected and lysed in SDS sample buffer. The primary antibodies used were as follows: ACTIN, GAPDH, TUBULIN as internal control (1:5000; Hua An Biotechnology, Hangzhou, China), CDK9 (1:1000; CST), Phospho-Rpb1 CTD (Ser2) (#13499, 1:1000; CST), Phospho-Rpb1 CTD (Ser5) (#13523, 1:1000; CST), Rpb1 CTD (1:1000; AM39097), BCL2 (#3212; 1:1000; Abcam), caspase 3 (ab13847, 1:1000; Abcam), cleaved caspase 3 (#9661, 1:1000; CST), GLUT1 (AF1015, 1:500; Beyotime), HK2 (#2867, 1:1000; CST), LDHA (#3582, 1:1000; CST), c-Myc (#5605, 1:1000; CST, Danvers, MA, United States), and Flag (0912-1, 1:1000; Hua An Biotechnology, Hangzhou, China). After incubation with the fluorescence-labeled secondary antibody, fluorescence signals were analyzed using the Odyssey system (LI-COR Biosciences, Lincoln, NE, United States).

### Apoptosis Analysis

Cell apoptosis was measured using the Annexin-V apoptosis detection kit (BD Bioscience, San Jose, CA, United States) according to the manufacturer’s protocol. The percentage of Annexin-V positive cells were detected by flow cytometry (BD Biosciences), and the data were analyzed using the FlowJo Version 10.0 software.

### Cell Proliferation Analysis

After the cells were treated with drugs for 24 h, EdU was added into the cells and incubated for 2 h. Cell proliferation was conducted using the Click-iT EdU flow cytometry assay kit (Beyotime) according to the manufacturer’s protocol. Then, the stained cells were analyzed by flow cytometer.

### Glucose Uptake Assay

The glucose uptake ability of the cells was detected by incubating with 2-NBDG (Invitrogen). Briefly, the cells were harvested and washed with PBS. Then, fluorescent 2-NBDG was added to the cells, which were then incubated at 37°C for 30 min in 5% CO2 incubator. After centrifugation, all media were removed and washed with PBS once, and the samples were analyzed using a flow cytometer.

### Extracellular Acidification Rate (EACR)

Metabolic flux analysis with a XF Glycolytic Stress Test Kit (#103017-100, Seahorse Bioscience) was performed using a Seahorse XF 96 instruments (Seahorse Bioscience). An equal number of REH cells was plated and treated with inhibitor for 24 h. Cartridge was equilibrated overnight prior to the assay day. Exactly 5 × 10^5^ cells were changed to base media supplemented with 10 mM glucose, 1 μM oligomycin, and 50 mM 2-DG. Results were analyzed using GraphPad Prism. Basal glycolytic rate and glycolytic capacity were calculated according to the manufacturer’s instructions.

### Lactate Concentration Assay

Lactate was quantified using Glycolysis cell-based Assay Kit (Cayman) according to the manufacturer’s protocol. Briefly, 5 × 10^4^ cells were cultured in RPMI-1640 medium supplemented with 0.25% fetal bovine serum (Gibco) for 24 h in 96 wells, and then treated with drugs for 24 h. Exactly 10 μl of culture supernatant was added to the lactate assay buffer. The reaction was incubated for 30 min at room temperature. The absorbance at 490 nm was assessed using a microplate reader.

### Measurement of Metabolic Indicators

Cell lines were seeded in RPMI 1640 complete medium with drugs. Cells were incubated with metabolic dyes, such as mitochondrial membrane potential probe MitoTrackerTM orange (Life Technologies, M7511), total ROS probe DCFDA (Life Technologies, C369). The samples were analyzed by flow cytometry.

### Metabolite Analysis

A total number of 2 × 10^6^ cells were harvested and washed with pre-cooled PBS. Cells were cracked in ice-cold 80% methanol and centrifuged at 1,500 rpm for 10 min to obtain the supernatant. Finally, the supernatant was detected by liquid chromatography–tandem mass spectrometry (LC-MS/MS).

### Construction of Overexpression Stable Cell Lines

The c-Myc overexpressed and vector plasmids were gifted from Dr. Li T (SCMC, China). The package and concentration of virus were conducted as previously reported (Wu et al., 2018). REH cells were cultured with the enriched viral medium for 48 h, and then selected with puromycin to construct the stable cell lines for 48 h. The overexpression efficiency was verified by Western blot analysis.

### Statistical Analysis

Statistical analysis was conducted using GraphPad Prism 7.0 (GraphPad Software). Data were presented as mean ± SD of three independent experiments. Differences between samples were analyzed using two-tailed Student’s *t*-test. Results with values of *P* < 0.05 were considered statistically significant.

## Results

### CDK9 Inhibitor SNS-032 Induces the Apoptosis of B-ALL Cell Lines *in vitro*

To determine the cytotoxic effects of CDK9 inhibitor (CDK9i) on B-ALL cells, we detected the cell viability in B-ALL cell lines after treatment with a gradient concentration of SNS-032 for 72 h. The IC50 values of NALM6, REH, SEM, and RS411 were 200, 200, 350, and 250 nM, respectively (Figure 1A). We then measured the cell proliferation by staining with EdU and found that EdU-positive B-ALL cells dramatically decreased after treatment with SNS-032 for 24 h (Figure 1B), and this result is consistent with a previous report in AML (Wang et al., 2019). Then, we detected the apoptosis of B-ALL cells after SNS-032 treatment for 24 and 48 h and found that the apoptotic rates significantly increased in all of B-ALL cell lines (Figures 1C,D), indicating that SNS-032 induces the cell death of B-ALL. We also determined the cell apoptosis in samples from patients with B-ALL and confirmed that the apoptotic rates increased in SNS-032-treated sample compared with that of DMSO-treated sample (Figures 1E,F and Supplementary Table 1). Additionally, the cell cycle and apoptosis of human normal peripheral blood mononuclear cells (PBMCs) were measured by flow cytometry, and the results showed that SNS-032, to a certain extent, induced apoptosis of PBMC, but did not affect the cell cycle of PBMC (Supplementary Figures 1A,B), indicating that SNS-032 may lead to side effects, such as myelosuppression. Furthermore, we used qRT-PCR to detect the expression of cell proliferation- and apoptosis-related genes. SNS-032 remarkably downregulated the expression of cell proliferation genes, such as MCM4 and MCM7, and the expression of anti-apoptosis genes, such as Bcl2 and BCL2L (Figures 1G,H). Moreover, Western blot was used to evaluate the protein expression of Bcl-2 and cleaved Caspase 3. The data displayed that Bcl-2 was down-regulated, and cleaved caspase 3 was markedly up-regulated in SNS-032-treated B-ALL cells (Figures 1I,J), indicating that SNS-032 activates the cell apoptosis signal pathway of B-ALL. The cytotoxic effects of SNS-032 were confirmed through degraded CDK9 protein, which inhibited phosphorylating serine 2 and 5 in the CTD of RNA Pol II in B-ALL cells (Supplementary Figure 1C). Taken together, these data suggested that CDK9i induces cell apoptosis and suppresses cell proliferation of B-ALL *in vitro*.

**FIGURE 1:**
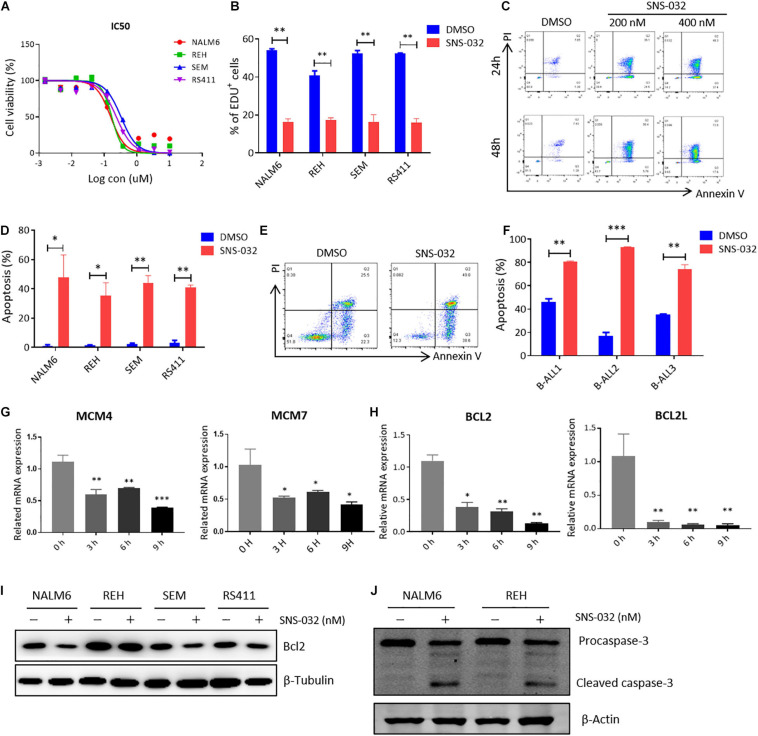
SNS-032 treatment inhibits proliferation and induces apoptosis in B-ALL cells. **(A)** Drug sensitivity assay of NALM6, REH, SEM, and RS4;11 cell lines. B-ALL cells were treated with a gradient concentration of SNS-032 for 72 h. **(B)** EdU-labeled cell cycle of B-ALL cell lines was analyzed by flow cytometry. **(C)** Annexin V and PI labeled cell apoptosis of REH cells was analyzed by flow cytometry. **(D)** Statistical analysis of the cell apoptosis rates of B-ALL cell lines. **(E)** Annexin V- and PI-labeled cell apoptosis of B-ALL patient sample was analyzed by flow cytometry. **(F)** Statistical analysis of cell apoptosis rates in three patients. **(G,H)** The DNA replication and anti-apoptosis genes of B-ALL cells were measured by qRT-PCR. **(I,J)** The anti-apoptosis and apoptosis proteins of B-ALL cells were detected by Western blot analysis. B-ALL cells were treated with SNS-032 (200 nM for NALM6, 200 nM for REH, 350 nM for SEM, 250 nM for RS411, and 200 nM for primary B-ALL cells) for 24 h. Values were shown as mean ± SEM. ^∗^*p* < 0.05, ^∗∗^*p* < 0.01, and ^∗∗∗^*p* < 0.001.

### SNS-032 Perturbs the Cellular Metabolic Pathways of B-ALL Cells *in vitro*

Tumor cells reprogram their metabolism from catabolism to anabolism to prompt cells enter the cell cycle and fuel cell proliferation (Faubert et al., 2020). CDK9 inhibition promotes prostate cancer cells switch to fatty acid oxidation by inducing metabolic stress (Itkonen et al., 2019). However, the inhibitory effect of CDK9i on the energy metabolism of B-ALL cells remains unclear. To address this question, RNA sequencing (RNA-seq) was performed in B-ALL cells after treated with SNS-032 or DMSO for 24 h. 

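REH is a human B-cell precursor leukemia cell line, and SNS-032 is a small-molecule inhibitor of CDK9 and of other cyclin-dependent kinases. The cells were treated with 200 nM SNS-032 or with its solvent DMSO for 24 h, and 3 libraries of each group were sequenced. The sample labels and the legend name REH cells, while the headings printed inside Figures 2E and 2F name NALM6. The paper names Bowtie2 and HISAT for the mapping of the reads and RSEM for the expression level of each gene. The values are FPKM, fragments scaled by the length of the transcript and the number of mapped fragments, one per gene and library, for 18216 genes. No read counts were used here, so the depth of the libraries is unknown and no counting error can be given. The FPKM of a library summed to between 457826 and 464307.5 with DMSO and between 470094.5 and 491886.5 with SNS-032. Genes at 1 FPKM or more numbered 10765 to 10785 with DMSO and 11837 to 11928 with SNS-032. The 50 most abundant genes held 21.0% to 21.3% of the summed FPKM with DMSO and 29.2% to 31.4% with SNS-032. PTMA, which encodes prothymosin alpha, or EEF1A1, a translation elongation factor, was the most abundant gene in each DMSO library, and MTRNR2L2, a nuclear copy of a mitochondrial ribosomal RNA sequence whose reads overlap with other copies, in each SNS-032 library. FPKM are relative to the total of each library, and no spike-in RNA was used here, so a change of the total RNA per cell cannot be read from them. Fold changes are given for SNS-032 over DMSO on the scale of log2(FPKM + 1), which understates the change of weakly expressed genes. They were tested with limma over the 12239 genes with a mean of at least 1 FPKM in either group. The p-values measure the spread between the 3 libraries of a group, and the labels do not say whether these came from separate cultures.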

The SNS-032- and DMSO-treated cell populations were clustered by correlation analysis and principal component analysis (Figures 2A,B). 

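The libraries of each treatment lay close together and far from those of the other treatment. Pearson's r between libraries, taken across the 12239 genes on log2(FPKM + 1), was 0.998 to 0.9981 between DMSO libraries. It was 0.9947 to 0.9962 between SNS-032 libraries and 0.826 to 0.8344 between a DMSO and an SNS-032 library. Genes are not independent replicates, so no p-value belongs to these coefficients. The first principal component held 97.6% of the variance and parted the treatments, with the DMSO libraries at −62, −61.4 and −61.2 and the SNS-032 libraries at 62.1, 62.1 and 60.3. The second component held 0.946%. On it SNS-032 replicate 1 lay at −11.8, away from SNS-032 replicates 2 and 3 at 4.3 and 7.6, while the DMSO libraries lay between −1.4 and 1.7. Over the 500 most variable genes the highest r between the treatments was 0.18. With each gene centred on its mean before the correlation, a setting chosen after the data were seen, this r was −0.97.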

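After SNS-032, 431 genes were higher and 298 lower than with DMSO at the paper's thresholds, an adjusted p under 0.001 and an absolute log2 fold change of at least 2. The rises were led by RASL11A, a small GTPase of the RAS family, which went from 0.277 ± 0.0802 FPKM (SD, n = 3 libraries) with DMSO to 317 ± 22.1 FPKM (SD, n = 3) with SNS-032. KLF10, a zinc finger transcription factor, rose from 9.41 ± 0.448 to 828 ± 53.6 FPKM (SD, n = 3 each). TXNIP, an inhibitor of thioredoxin that also restrains glucose uptake, rose from 23.3 ± 1.14 to 1360 ± 76.2 FPKM (SD, n = 3 each). JUN, a subunit of the AP-1 transcription factor, SIRT4, a mitochondrial sirtuin, and TNFRSF10B, a death receptor for TRAIL, had log2 fold changes of 5.66, 5.54 and 5.44. The other genes among the 8 largest rises were the histone genes HIST1H2BG, with a log2 fold change of 5.72, and HIST1H4J, which is listed at 0 with DMSO and at 46.1 ± 29.9 FPKM (SD, n = 3) with SNS-032, or 28.9 FPKM without SNS-032 replicate 1. Histone genes share reads with near-identical copies, so the value of a single one is uncertain. The falls were led by IL1B, which encodes the cytokine interleukin-1 beta, at 26.8 ± 0.266 FPKM with DMSO and 1.45 ± 0.183 FPKM with SNS-032 (SD, n = 3 each). PSMG1, a chaperone of proteasome assembly, fell by 3.41 on the log2 scale, and CDC6, which licenses DNA replication, fell by 3.08. NMI, an interferon-inducible protein that binds MYC family proteins, fell by 3.36. The zinc transporter gene SLC39A4, the pseudouridine synthase gene RPUSD3 and the genes C11orf98 and PREB complete the 8 largest falls, with log2 fold changes from −3.21 to −3.06. These genes were taken among genes without overlap between the treatments' libraries, which 10% of genes would show by chance with 3 libraries against 3. RASL11A lies on chromosome 13 of GRCh38 from 27270327 to 27273690, and IL1B on chromosome 2 from 112829751 to 112836903. Without a limit on the fold change, 4882 genes were higher, 6032 lower and 1325 past neither side at an adjusted p under 0.05 from limma. Without the filter on low values the larger number turned, with 6804 higher and 6312 lower. The median log2 fold change of all genes tested was −0.14. Of the 431 genes higher at the paper's thresholds, 194 were below 1 FPKM with DMSO, and of the 298 lower, 12 were below 1 FPKM with SNS-032. Counts at these thresholds depend on the value added before the logarithm: with log2(FPKM + 0.1), 1227 genes were higher and 532 lower. With each library rescaled to a total of 1e+06, which also raises every value against the added 1 and lets 13356 genes pass the filter, 670 were higher.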

The transcript profile of SNS-032-treated cells was globally changed, where 1,294 genes were upregulated and 545 genes were downregulated compared with those of DMSO-treated cells (Figures 2C,D). In addition, the up- and downregulated genes were analyzed by Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis. 

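The gene lists used here were written from textbook knowledge and are not the paper's KEGG sets. Of 59 measured genes of p53 signaling, 32 were higher and 24 lower after SNS-032, at an adjusted p under 0.05. The numbers were the same when adjusted over the list alone, and the median log2 fold change was 0.45. Of 29 direct targets that p53 activates, 26 were higher and 2 lower, also when adjusted over the list alone, with a median of 2.03. BBC3, which encodes the pro-apoptotic protein PUMA, went from 4.42 ± 0.308 FPKM with DMSO to 178 ± 22.3 FPKM with SNS-032 (SD, n = 3 each), 40.2-fold higher. CDKN1A, which encodes the cell-cycle inhibitor p21, rose 9.81-fold, from 44.7 ± 0.231 to 438 ± 10.8 FPKM (SD, n = 3 each). TP53INP1, a stress-induced cofactor of p53, and SESN1, a sestrin that restrains mTORC1, had log2 fold changes of 4.29 and 4.10 (standard errors 0.066 and 0.041). The pro-apoptotic gene BAX fell by 1.24 and the ribosomal protein-like gene RPS27L by 1.06 on the log2 scale. PLK3 had a log2 fold change of 0.10 (adjusted p = 0.305 from limma). CDKN1A lies on chromosome 6 of GRCh38 from 36676460 to 36687339. The lists of p53 signaling and of its direct targets share 16 genes.

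Of 69 genes of PI3K-Akt signaling, 23 were higher and 40 lower, also when adjusted over the list alone, with a median log2 fold change of −0.48. For comparison, 49.3% of all genes tested were lower. CCND3, which encodes cyclin D3, fell 6.63-fold, from 314 ± 9.76 to 47.4 ± 2.04 FPKM (SD, n = 3 each). TCL1A, a coactivator of AKT, and IL7R, the receptor chain for interleukin-7, fell by 2.25 and 2.22 on the log2 scale. CDKN1B, which encodes the cell-cycle inhibitor p27, and PHLPP2, a phosphatase that removes phosphate from AKT, had log2 fold changes of 2.23 and 1.90. Of 20 genes of serine, glycine and one-carbon metabolism, 5 were higher and 13 lower, and of 33 of glutathione metabolism, 10 were higher and 21 lower, also when adjusted over each list alone.

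Whether a list moved against all other genes was tested with camera from limma and adjusted over 31 lists. The direct p53 targets were higher (adjusted p = 4.4e-08 with the preset correlation of 0.01), a call that was lost with adjusted p = 0.215 with an estimated correlation. The lists of p53 signaling (adjusted p = 0.0964), PI3K-Akt signaling (adjusted p = 0.313), serine, glycine and one-carbon metabolism (adjusted p = 0.157) and glutathione metabolism (adjusted p = 0.0964) did not pass this test. Glutathione metabolism passed as lower without a filter on low values (adjusted p = 0.0314 with the preset correlation). With the filter and an estimated correlation it had adjusted p = 0.306.

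**Figure D1:**
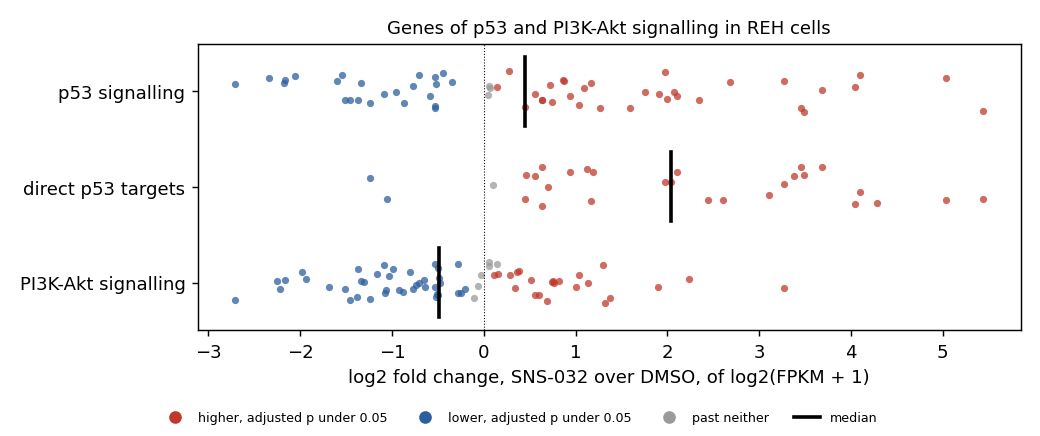
Log2 fold change of each measured gene of p53 signaling, of the direct p53 targets and of PI3K-Akt signaling, SNS-032 over DMSO, 3 libraries each, with each point a gene colored by its call from limma and each vertical bar the median of a list. The medians lie at 0.45, 2.03 and −0.48.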

We found that SNS-032 significantly down-regulated the mRNA expression of p53 signaling pathway, PI3K-Akt signaling pathway, and metabolic pathways (Figure 2E). 

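Genes of pyruvate metabolism, glycolysis/gluconeogenesis, purine and pyrimidine metabolism and oxidative phosphorylation were mostly lower after SNS-032. Of all genes tested, 49.3% were lower at an adjusted p under 0.05 from limma. Such a fall was not limited to metabolism. Of 37 proteasome subunits, a group chosen after its values were seen, 28 were lower and 6 higher. Of 30 measured genes of pyruvate metabolism, 26 were lower and 3 higher, with a median log2 fold change of −0.93. PDHB, a subunit of pyruvate dehydrogenase, fell from 51.6 ± 1.67 FPKM with DMSO to 9.23 ± 1.14 FPKM with SNS-032 (SD, n = 3 each), and ACAT2, which makes acetoacetyl-CoA, fell by 2.39 on the log2 scale. MDH2, the mitochondrial malate dehydrogenase, had a log2 fold change of 0.82. Of 45 genes of glycolysis/gluconeogenesis, 31 were lower and 9 higher, with a median of −0.60. PGM2, a phosphoglucomutase, fell by 2.28, while ALDOC, the aldolase best known from brain, rose from 11.4 ± 1.09 to 98.4 ± 5.04 FPKM (SD, n = 3 each). The lists of pyruvate metabolism and of glycolysis/gluconeogenesis share 18 genes.

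Of 56 genes of purine metabolism, 41 were lower and 10 higher, with a median log2 fold change of −1.01, and of 46 of pyrimidine metabolism, 31 were lower and 8 higher, with a median of −0.87. GMPS, which makes GMP, fell from 66.3 ± 1.29 to 8.15 ± 0.563 FPKM (SD, n = 3 each). CAD, which starts pyrimidine synthesis, and PRIM1, a DNA primase subunit, fell by 2.41 and 2.71 on the log2 scale. NME1, a nucleoside diphosphate kinase, fell by 2.88, a value that is uncertain because NME1 may share reads with its neighbor and paralog NME2. AK1, an adenylate kinase, had a log2 fold change of 1.59. Purine and pyrimidine metabolism share 25 genes and are not independent. Of 78 nuclear genes of oxidative phosphorylation, 55 were lower and 19 higher, with a median of −0.70. NDUFA8 of complex I, ATP5PD and ATP5MC1 of the ATP synthase had log2 fold changes of −2.33, −2.34 and −2.29, while NDUFV3 of complex I and UQCRFS1 of complex III were higher by 1.25 and 1.02. None of the 13 protein genes of the mitochondrial genome is in the values. Each list's numbers were the same when adjusted over the list alone.

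Against all other genes, camera from limma with the preset correlation gave adjusted p = 0.000492 for pyruvate metabolism (adjusted p = 0.118 with an estimated correlation) and adjusted p = 0.0206 for glycolysis/gluconeogenesis (adjusted p = 0.306 with an estimated correlation). It gave adjusted p = 0.000649 for purine metabolism (adjusted p = 0.118 with an estimated correlation) and adjusted p = 0.00844 for pyrimidine metabolism (adjusted p = 0.215 with an estimated correlation). For oxidative phosphorylation it gave adjusted p = 0.00203 (adjusted p = 0.306 with an estimated correlation). In gene set enrichment analysis with fgsea, with genes ranked by the signal-to-noise ratio, the normalized enrichment score was −1.68 for glycolysis/gluconeogenesis, −2.59 for purine and −2.18 for pyrimidine metabolism. The adjusted p from its permutation of genes was 0.00644, 1.58e-08 and 1.31e-05, and genes of a pathway are not independent of each other.

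**Figure D2:**
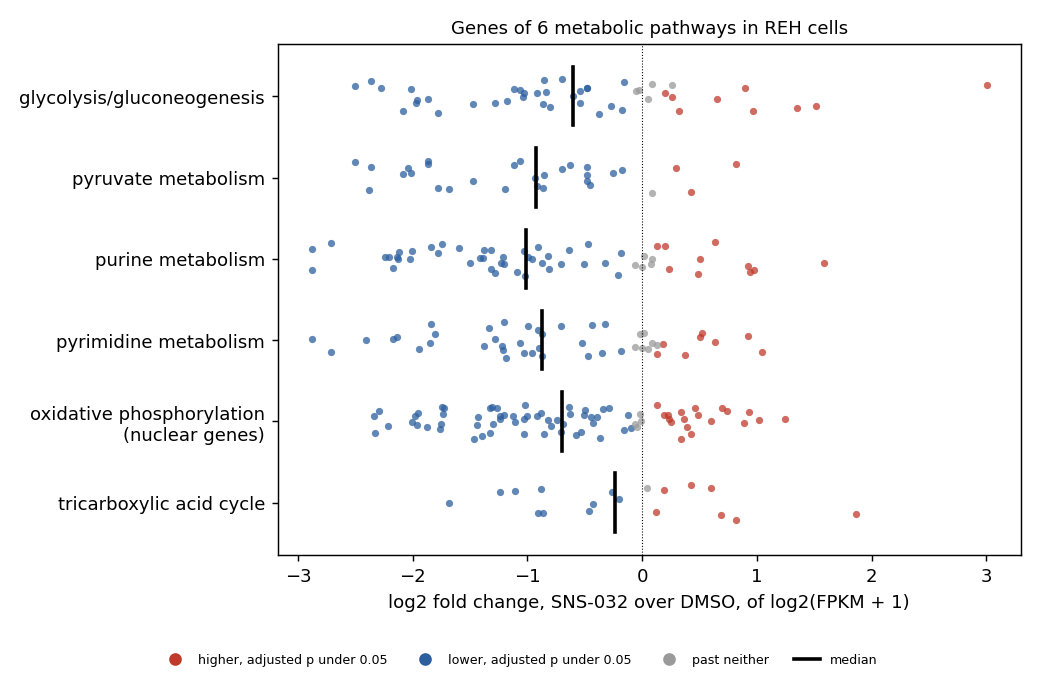
Log2 fold change of each measured gene of 6 metabolic pathways, SNS-032 over DMSO, 3 libraries each, with each point a gene colored by its call from limma and each vertical bar the median of a list. The medians lie between −1.01 for purine metabolism and −0.23 for the tricarboxylic acid cycle.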

We further analyzed the metabolic pathways and found that pyruvate metabolism, glycolysis/gluconeogenesis, purine/pyrimidine metabolism and oxidative phosphorylation were greatly changed after treatment with SNS-032 (Figures 2F–H). Altogether, these findings indicated that CDK9i perturbs the glycolytic metabolism of B-ALL cells *in vitro*.

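Within the glycolytic pathway itself the genes moved in both directions. Of 20 measured genes of core glycolysis, 14 were lower and 4 higher, also when adjusted over the list alone, with a median log2 fold change of −0.51. The 4 higher genes were ALDOC, ENO3, the enolase of muscle, PFKL, the liver-type phosphofructokinase, and SLC2A3, which encodes the glucose transporter GLUT3. ENO3 had a log2 fold change of 0.97 (standard error 0.081) and SLC2A3 of 0.37 (standard error 0.072). PGK1 and PGAM1, enzymes of the lower part of glycolysis, had log2 fold changes of 0.05 and −0.03 and did not pass the test. SLC16A1, which encodes the lactate transporter MCT1, fell from 47.5 ± 0.913 to 10.3 ± 0.471 FPKM (SD, n = 3 each). Of 18 genes of the tricarboxylic acid cycle, 10 were lower and 7 higher, also when adjusted over the list alone. FH, fumarate hydratase, fell by 1.69, and IDH3B, a subunit of isocitrate dehydrogenase, was higher by 1.86 on the log2 scale. Of 9 genes of the pentose phosphate pathway, 7 were lower and 1 higher, also when adjusted over the list alone, with a median of −1.29. PGD, which makes NADPH, fell 3.61-fold. The camera test of limma did not pass for core glycolysis (adjusted p = 0.0964) or for the tricarboxylic acid cycle (adjusted p = 0.717). For the pentose phosphate pathway it gave adjusted p = 0.0494 (adjusted p = 0.299 with an estimated correlation), and the call was also lost without DMSO replicate 2 (adjusted p = 0.0533) or SNS-032 replicate 2 (adjusted p = 0.0528). From its results on pyruvate metabolism, glycolysis/gluconeogenesis, purine/pyrimidine metabolism and oxidative phosphorylation (Figures 2F–H), the paper concludes that CDK9 inhibition perturbs the glycolytic metabolism of B-ALL cells.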

**FIGURE 2:**
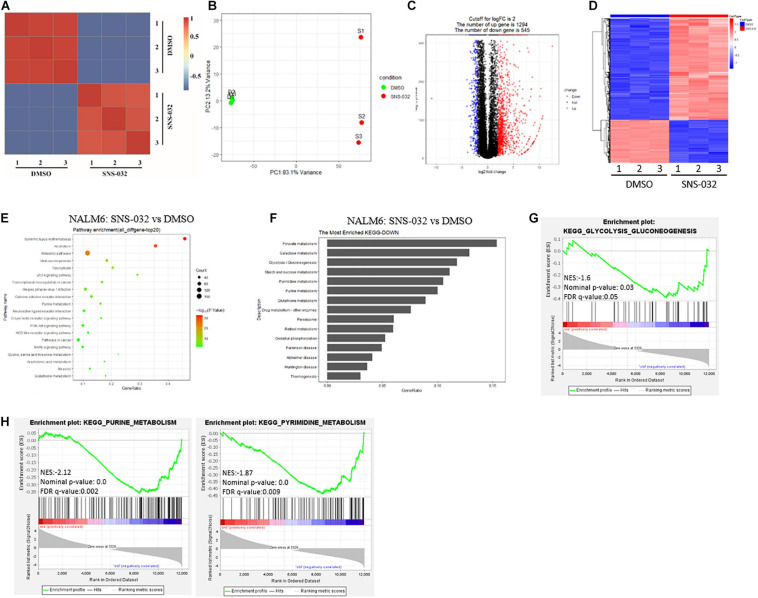
Effect of SNS-032 treatment on the cellular metabolic pathways of B-ALL cells. **(A,B)** Correlation analysis and principal component analysis of the RNA-seq data from SNS-032-treated versus DMSO-treated REH cells. **(C,D)** Volcano plot and heatmap of differentially expressed genes by a log2-fold change ≥ 2.0 or ≤ −2.0 (padj < 0.001) in SNS-032-treated versus DMSO-treated REH cells. **(E)** Pathway analysis of up- and downregulated genes (padj < 0.001) in SNS-032-treated versus DMSO-treated REH cells. **(F)** Pathway analysis of downregulated metabolic genes (padj < 0.001) in SNS-032-treated versus DMSO-treated REH cells. **(G,H)** Gene set enrichment analysis of the genes related to purine, pyrimidine, and glycolysis.

### SNS-032 Prompts the Apoptosis of B-ALL Cells by Inhibiting Glycolysis

To clarify the effects of CDK9i on the glycolytic metabolism of B-ALL cells, we detected the glucose uptake of B-ALL cells by incubating fluorescence-labeled 2-deoxy-glucose analog (2-NBDG). SNS-032 treatment remarkably reduced the glucose uptake activities in B-ALL cells (Figures 3A,B). In addition, the mitochondrial membrane potential (MMP), ATP content, total reactive oxygen species (ROS) and intracellular lactate concentration were markedly decreased in all four cell lines after SNS-032 treatment (Figures 3C–F). The decreased of glucose uptake, MMP and total ROS were confirmed in SNS-032-treated primary B-ALL cells (Figures 3G–I). To directly determine the glycolytic capacity of B-ALL cells, the extracellular acidification rate (ECAR) was measured by Seahorse. We uncovered that SNS-032 treatment dramatically inhibited the glycolysis of B-ALL cells (Figure 3J). To further prove whether SNS-032 suppresses glycolysis, we used SoNar, a metabolic sensor, to monitor the dynamic of metabolic change and found that SoNar-high cells prefer glycolysis (Zhao et al., 2015; Zou et al., 2018). The alteration of the ratios in SoNar B-ALL cells was easily tested by flow cytometry. The results displayed that the ratios of SoNar-high cells notably decreased in SNS-032-treated cells (Figure 3K). Moreover, the intermediates of glycolysis in SNS-032-treated B-ALL cells were measured by LC-MS/MS, and the data revealed that the levels of metabolic intermediates of glycolysis, such as glucose-6-phosphate, glyceraldehyde-3-phosphate, pyruvate, and lactate, considerably dropped in SNS-032-treated B-ALL cells (Figure 3L). Hence, SNS-032 restrains the glycolysis of B-ALL cells *in vitro*.

**FIGURE 3:**
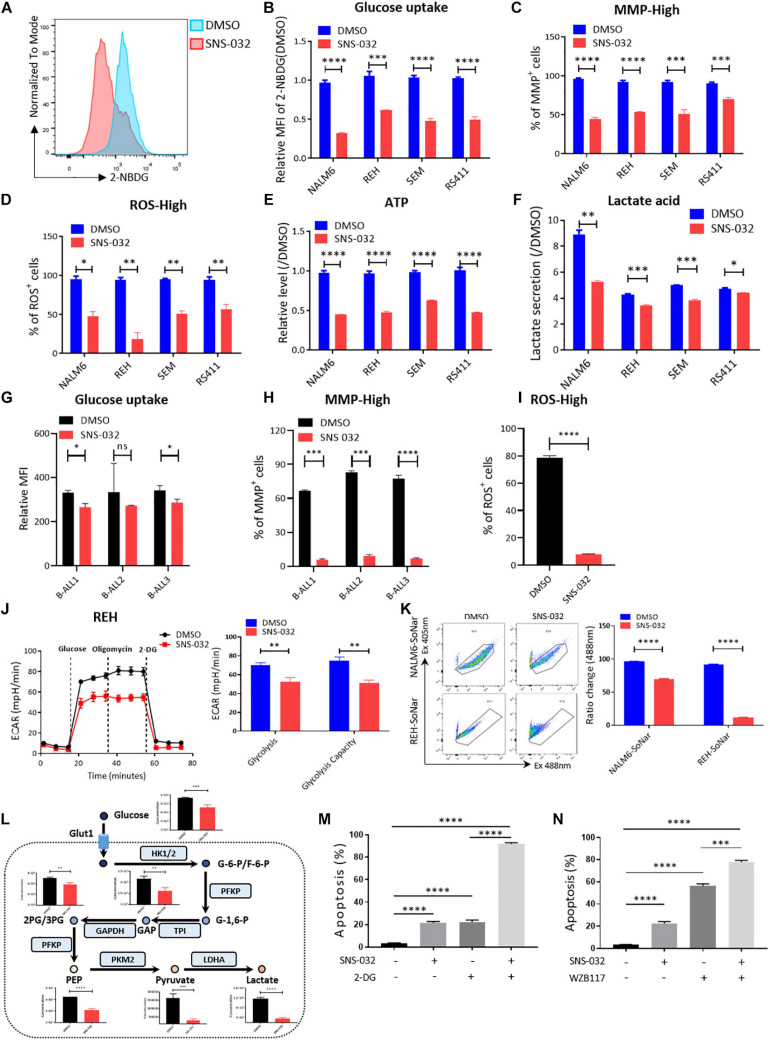
SNS-032 treatment downregulates glucose metabolism in B-ALL cells. **(A)** The glucose uptake of NALM6, REH, SEM, and RS411 cells was detected by flow cytometry. **(B)** Statistical analysis of the glucose uptake of B-ALL cell lines. **(C,D)** The mitochondrial membrane potential (MMP) and total ROS of B-ALL cells were detected by flow cytometry. **(E)** The quantification of intracellular ATP in B-ALL cells was assessed using the ATP determination kit. **(F)** Quantification of intracellular lactate in B-ALL cell lines using the lactate assay kit. **(G)** The glucose uptake of primary B-ALL cells was detected by flow cytometry. **(H,I)** The MMP and total ROS of primary B-ALL cells were detected by flow cytometry. **(J)** Detection of ECAR in REH cell using Seahorse XF 96. **(K)** The SoNar-low or -high cells of B-ALL cells were measured by flow cytometry with 405 and 488 nm excitation. **(L)** Schematic map of glycolytic metabolism and the metabolic intermediates of glycolysis measured by LC-MS/MS. **(M,N)** Cell apoptosis of SNS-032-treated REH cells analyzed by flow cytometry after co-treatment with 2-DG (1 mM) and WZB117 (10 nM) for 24 h. Values were shown as mean ± SEM. ^∗^*p* < 0.05, ^∗∗^*p* < 0.01, ^∗∗∗^*p* < 0.001 and ^****^p < 0.0001.

Metabolic shift occurs in the survival, invasion, and metastasis of cancer cells. Glycolysis, which is the main energy source of tumor cells, is inextricably coupled with cell proliferation and death (Buchakjian and Kornbluth, 2010; Kishton et al., 2016). To testify that SNS-032 results in the cell death of B-ALL cells by restraining glycolysis, cell apoptosis after co-treatment with a glycolysis inhibitor, 2-Deoxy-D-glucose (2-DG), was measured by flow cytometry. We uncloaked that the cell apoptosis induced by SNS-032 was markedly enhanced in 2-DG co-treated cells (Figure 3M). Additionally, the cell apoptosis induced by SNS-032 was significantly improved in GLUT1 inhibitor WZB117 co-treated cells (Figure 3N). Overall, these results indicated that SNS-032 leads to the apoptosis of B-ALL cells by partially inhibiting glycolysis.

### CDK9 Inhibitor AZD4573 Facilitates the Apoptosis of B-ALL Cells by Inhibiting Glycolysis

To further confirm that CDK9i restrains the glycolytic metabolism of B-ALL cells *in vitro*, we used AZD4573, a highly selective CDK9 inhibitor, to evaluate the effects of CDK9i on the cell apoptosis of B-ALL cells. As shown in Figure 4A, the IC50 values of NALM6, REH, SEM, and RS411 are 5, 10, 10, and 1 nM, respectively. In addition, we found that AZD4573 induces the apoptosis of REH cells in a dose-dependent manner (Figure 4B). Meanwhile, AZD4573-treated REH cells exhibited lower glucose uptake activities compared with those of DMSO-treated cells (Figures 4C,D). Furthermore, AZD4573 treatment decreased levels of MMP, ROS and the ATP content in a dose-dependent manner (Figures 4E–G). Moreover, AZD4573 treatment reduced the ratios of SoNar-high cells in B-ALL cells (Figures 4H,I), indicating that AZD4573 restrains the glycolysis of B-ALL cells *in vitro*. More importantly, the cell apoptosis induced by AZD4573 was increased in cells co-treated with glycolysis inhibitors 2-DG and WZB117 (Figures 4J,K). We also confirmed that AZD4573 resulted in the glycolysis inhibition of B-ALL cells by degrading CDK9 and phosphorylating serine 2 and 5 in the CTD of RNA Pol II (Supplementary Figure 2). Hence, CDK9 inhibitors induce cell apoptosis by partially suppressing the glycolysis of B-ALL cells *in vitro*.

**FIGURE 4:**
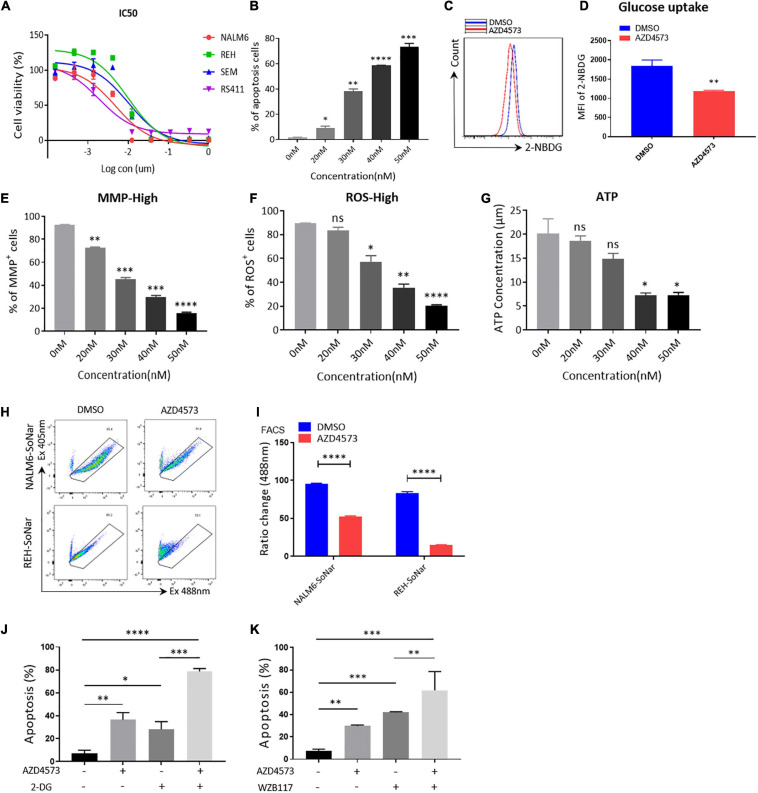
AZD4573 treatment results in the cell death of B-ALL cell lines. **(A)** Drug sensitivity assay of NALM6, REH, SEM, and RS411 cell lines. B-ALL cells were treated with a gradient concentration of AZD4573 for 72 h. **(B)** Annexin V- and PI-labeled cell apoptosis of REH cells was analyzed by flow cytometry. **(C)** The glucose uptake of REH cells was detected by flow cytometry. **(D)** Statistical analysis of glucose uptake of REH cells. **(E,F)** MMP and total ROS of REH cells was analyzed by flow cytometry. **(G)** The quantification of intracellular ATP in B-ALL cells was assessed using the ATP determination kit. **(H)** The SoNar-low or -high cells of B-ALL cells were measured by flow cytometry with 405 and 488 nm excitation. **(I)** Statistical analysis of SoNar-high B-ALL cells. **(J,K)** Cell apoptosis of AZD4573-treated NALM6 cells analyzed by flow cytometry after co-treatment with 2-DG (1 mM) and WZB117 (10 nM) for 24 h. B-ALL cells were treated with AZD4573 for 24 h. Values were shown as mean ± SEM. ^∗^*p* < 0.05, ^∗∗^*p* < 0.01, ^∗∗∗^*p* < 0.001 and ^****^p < 0.0001.

### CDK9i Curbs the Glycolysis of B-ALL Cells by Downregulating the Expression of Metabolic Enzymes

As the initial step in glucose metabolism, glycolysis consists of several reactions that are involved in several key rate-limiting enzymes, such as hexokinase (HK), phosphofructokinase (PFK), and pyruvate kinase (PK) (Faubert et al., 2020). The RNA-seq data was re-analyzed to prove whether CDK9i suppressed the glycolysis of B-ALL cells by down-regulating the expression of metabolic enzymes. We discovered that SNS-032 remarkably down-regulated the key rate-limiting enzymes of glycolysis, such as GLUT1, HK2, and LDHA (Figure 5A). 

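LDHA, GLUT1 and HK2 were each lower after SNS-032 in all 3 libraries than in any DMSO library. LDHA, the lactate dehydrogenase subunit that converts pyruvate to lactate (Entrez gene 3939), went from 444 ± 7.73 FPKM (SD, n = 3) with DMSO to 77.2 ± 3.1 FPKM (SD, n = 3) with SNS-032, 5.75-fold lower. SLC2A1 (Entrez gene 6513), which encodes the glucose transporter GLUT1, went from 11.8 ± 0.352 to 2.97 ± 0.244 FPKM (SD, n = 3 each), 3.98-fold lower. HK2 (Entrez gene 3099), the hexokinase that starts glycolysis, went from 22.4 ± 0.703 to 10.4 ± 0.993 FPKM (SD, n = 3 each), 2.15-fold lower. Their log2 fold changes were −2.51 for LDHA (standard error 0.041, adjusted p = 5.1e-13 from limma), −1.69 for SLC2A1 (standard error 0.069, adjusted p = 3.13e-10) and −1.04 for HK2 (standard error 0.068, adjusted p = 2.12e-08). Only LDHA among them reached the paper's threshold, an absolute log2 fold change of at least 2. On GRCh38, LDHA lies on chromosome 11 from 18394388 to 18408425, SLC2A1 on chromosome 1 from 42925375 to 42959176 and HK2 on chromosome 2 from 74833981 to 74893359. Of the 24 genes labelled in Figure 5A, 23 were tested and all 23 were lower, with log2 fold changes from −2.51 to −0.27 and a median of −1.29. The study chose these genes from the same libraries, so their direction is not independent evidence. ALDH1A3, an aldehyde dehydrogenase, was below the limit of 1 FPKM, at 0.593 ± 0.0252 with DMSO and 0.203 ± 0.0306 with SNS-032 (SD, n = 3 each), and was not tested. LDHB, the other main lactate dehydrogenase subunit, went from 654 ± 6.88 to 190 ± 1.61 FPKM (SD, n = 3 each). GAPDH and PKM, the pyruvate kinase gene, were lower by smaller folds, 1.46 and 1.39. LDHA, GAPDH and PKM have processed pseudogenes that may share reads with them, so their values carry that uncertainty.

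**Figure D3:**
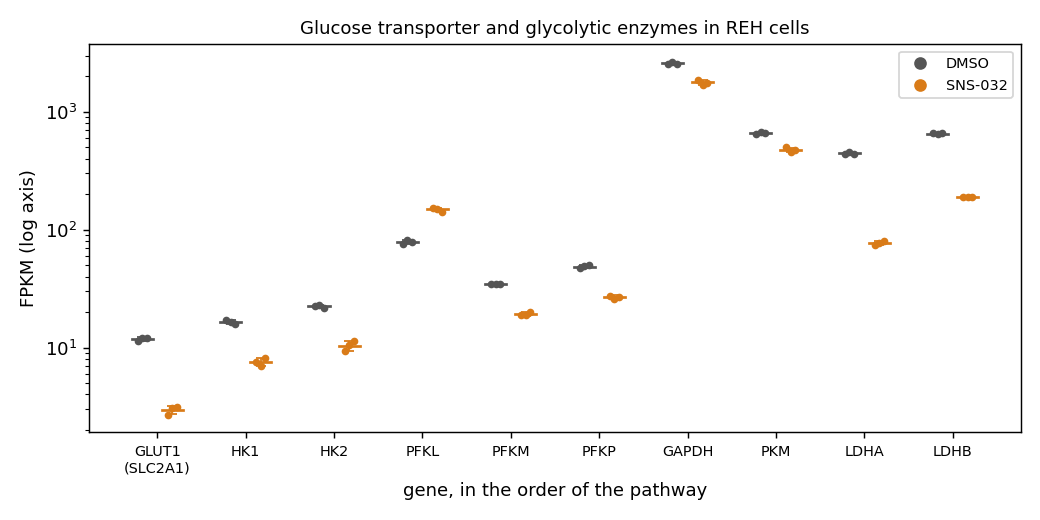
FPKM on a log axis of GLUT1 and of 9 glycolytic enzymes, with each point a library, 3 with DMSO and 3 with SNS-032, and lines for the mean ± SD. PFKL is higher with SNS-032, at 148 against 79.1 FPKM on average, and the other genes shown are lower.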

We performed qRT-PCR to validate the expression levels of glycolysis-related enzymes, and the results exhibited that SNS-032 dramatically downregulated the expression of GLUT1, HK2, and LDHA (Figures 5B–D). We then detected the protein expression levels of the rate-limiting enzymes in the glycolytic pathway. The results exhibited that SNS-032 markedly downregulated the expression levels of GLUT1, HK2, and LDHA (Figure 5E). Moreover, AZD4573 downregulated the expression levels of GLUT1, HK2, and LDHA (Figure 5F). These findings indicated that CDK9i restrains the glycolysis of B-ALL cells by reducing the expression of metabolic enzymes.

**FIGURE 5:**
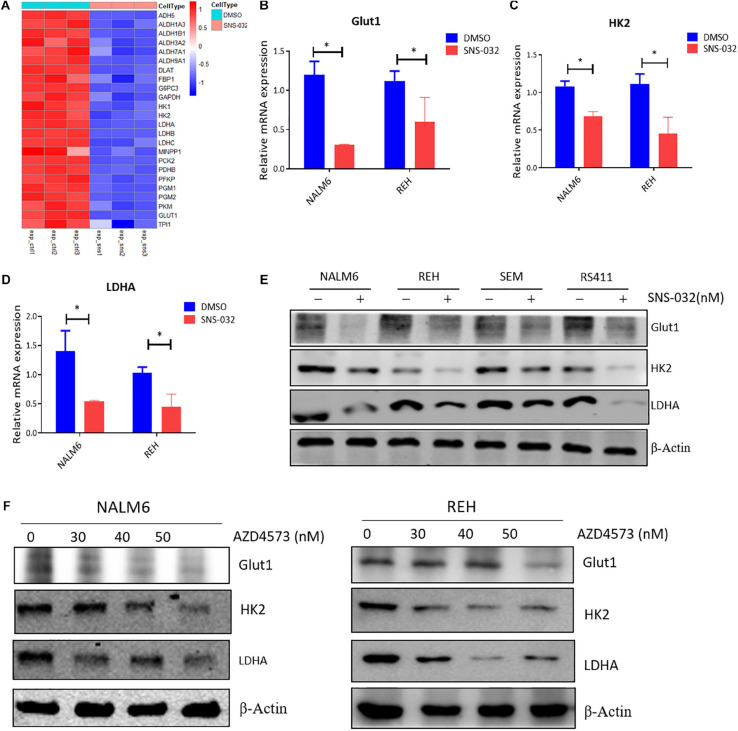
CDK9i treatment alters the expression of metabolic enzymes in B-ALL cells. **(A)** Heatmap of glycolysis-related genes in REH cells analyzed by RNA-seq. **(B–D)** Relative mRNA expression levels of GLUT1, HK2, and LDHA measured by qRT-PCR in NALM6 and REH cells after treatment with SNS-032 for 24 h. **(E)** Protein expression levels of GLUT1, HK2, and LDHA in B-ALL cells detected by Western blot analysis after treatment with SNS-032 for 24 h. **(F)** Protein expression levels of GLUT1, HK2, and LDHA in NALM6 and REH cells detected by Western blot after treatment with AZD4573 for 24 h. Values were shown as mean ± SEM. ^∗^*p* < 0.05.

### CDK9i Engenders the Cell Apoptosis of B-ALL by Suppressing c-Myc-Mediated Glycolysis

CDK9 inhibition prevents productive transcription and downregulates the expression of many genes, such as c-Myc and Mcl-1 (Boffo et al., 2018). C-Myc stimulates the anabolism of cancer cells by directly modulates the expression of several glycolysis genes, such as GLUT1, PKM2, and LDHA (Liang et al., 2016; Fang et al., 2019). We deduced that CDK9i induces cell apoptosis by downregulating the expression of c-Myc-mediated glycolysis genes. To prove this hypothesis, we first confirmed that SNS-032 suppressed the mRNA and the protein expression of c-Myc in B-ALL cells (Figures 6A,B). To check whether the SNS-032-induced reduction of glycolysis in leukemia cells is mediated by c-Myc, we over-expressed c-Myc on REH cells by lentivirus infection. The overexpressed c-Myc protein in REH cells was verified by Western blot (Figure 6C). SNS-032 treatment did not affect the overexpression of c-Myc (Figure 6D). We also demonstrated that the glycolytic enzymes were reversed by overexpressing c-Myc upon treatment with SNS-032 (Figure 6D). Furthermore, the levels of glucose uptake, MMP, total ROS, and intracellular lactate were partially rescued in c-Myc-overexpressing B-ALL cells after treatment with SNS-032 (Figures 6E–I), implying that CDK9i blocked the glycolysis of B-ALL cells by reducing c-Myc expression. Additionally, EdU-positive proliferating cells were evidently restored in c-Myc-overexpressing B-ALL cells after intervention with SNS-032 (Figures 6J,K). More importantly, the cell apoptosis was abolished in c-Myc-overexpressing B-ALL cells after intervention with SNS-032 (Figures 6L,M). These data suggested that CDK9i induces the apoptosis of B-ALL cells by partly inhibiting c-Myc-mediated glycolytic gene expression.

**FIGURE 6:**
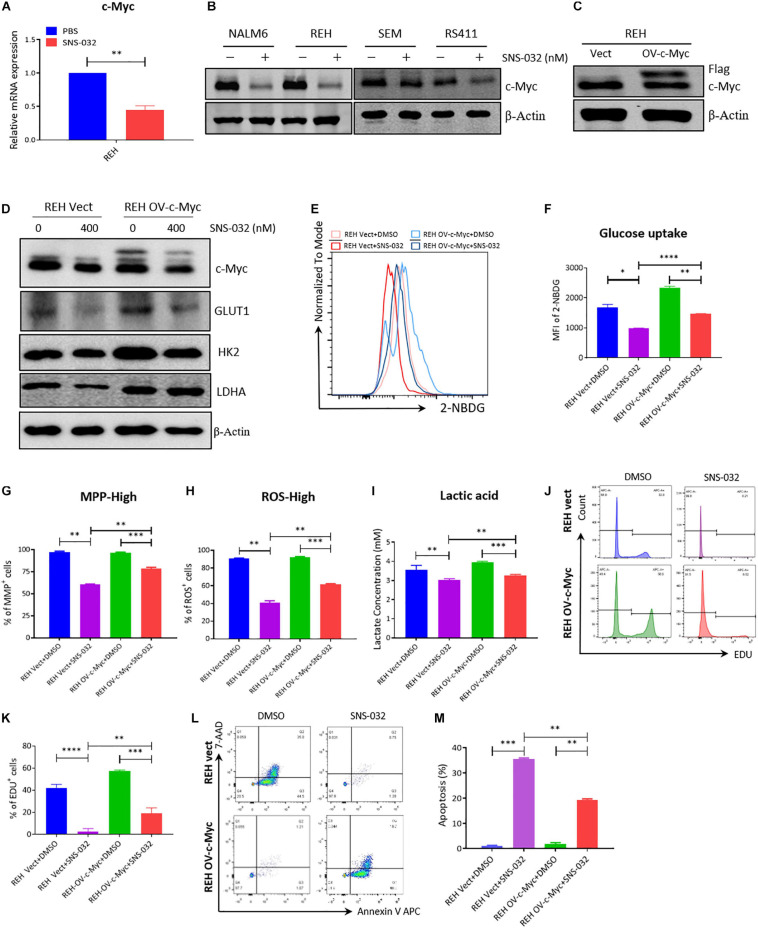
Overexpressed c-Myc in B-ALL cells rescues CDK9i induced cell apoptosis. **(A)** Relative mRNA expression levels of c-Myc in REH cells measured by qRT-PCR. **(B)** Protein expression of c-Myc in B-ALL cells determined by Western blot analysis. **(C)** Overexpressed level of c-Myc in REH cells detected by Western blot analysis. **(D)** Levels of HK2 and LDHA in c-Myc-overexpressing REH cells tested by Western blot analysis after intervention with SNS-032 at 0 and 400 nM. **(E)** Glucose uptake of vector and c-Myc-overexpressing REH cells was analyzed by flow cytometry. **(F)** Statistical analysis of glucose uptake of REH cells. **(G,H)** MMP and total ROS of vector and c-Myc-overexpressing REH cells were analyzed by flow cytometry. **(I)** Quantification of intracellular lactate in vector and c-Myc-overexpressing REH cells using the lactate assay kit. **(J)** EdU-labeled cell cycle of c-Myc-overexpressing REH cells analyzed by flow cytometry. **(K)** Statistical analysis of EdU-positive REH cells. **(L)** Annexin V- and 7-AAD-labeled cell apoptosis of c-Myc-overexpressing REH cells was analyzed by flow cytometry. **(M)** Statistical analysis of cell apoptosis rates of B-ALL cells. B-ALL cells were treated with SNS-032 for 24 h. Values were shown as mean ± SEM. ^∗^*p* < 0.05, ^∗∗^*p* < 0.01, ^∗∗∗^*p* < 0.001 and ^****^p < 0.0001.

## Discussion

Leukemic cells infiltrated and destructed the bone marrow, and then disrupted the normal hematopoiesis, leading to the death of patients. Through multi-modal combination chemotherapy or hematopoietic stem cell transplantation, the 5-year overall survival rate of patients with childhood B-ALL has reached over 80% (Malard and Mohty, 2020). However, a proportion of B-ALL patients is not sensitive to chemotherapy and still suffer from relapse, leading to treatment failure (Teachey and Pui, 2019; Malard and Mohty, 2020). Therefore, new drugs should be developed to improve the treatment rates and overcome drug resistance and B-ALL relapse. In preclinical studies, CDK9 inhibitors have demonstrated anti-tumor effects in many different types of tumor (Morales and Giordano, 2016). SNS-032, a selective and potent inhibitor of CDK 2, 7, and 9 and AZD4573, a highly selective inhibitor of CDK9, exhibited the inhibitory effects of hematological malignant cell lines *in vitro* and clinical therapeutic activity in patients with MM and CLL (Tong et al., 2010; Walsby et al., 2011). A study reported that CDK9 is overexpressed in B-ALL through hub analysis. They also observed that the RNA and protein expression levels of CDK9 were high in MOLT4 and REH leukemic cell lines in the Human Protein Atlas database. These data indicated that CDK9 could serve as potential biomarkers and predictors of leukemogenesis in B-ALL (Jayaraman et al., 2015). In the present study, we found that SNS-032 and AZD4573 induced cell apoptosis of both B-ALL cell lines and patients’ samples in a dose- and time-dependent manner *in vitro*. Notably, the IC50 values of AZD4573 were lower than those of SNS-032, indicating that CDK9 is a highly selective inhibitor with high potential in the treatment of B-ALL. Moreover, our data indicated that triggering programmed cell death, resulting in B-ALL cell apoptosis, is the key to the treatment with CDK9 inhibitors. Thus, CDK9 could also serve as a novel target for B-ALL therapy.

Enhanced glycolysis is prerequisites for the rapid proliferation of tumor cells (Faubert et al., 2020). CDKs affect the catalytic activity of metabolic rate-enzymes and modulate the cell cycle arrest and apoptosis of tumor cells (Wang et al., 2017; Icard et al., 2019). However, the effect of CDK9 inhibitors on the cellular metabolism of B-ALL cells is unknown. In the study, we first observed that SNS-032 perturbs the cellular metabolic pathways of B-ALL cells, especially the glycolytic pathway. Therefore, we inferred that CDK9 inhibitors induced the cell apoptosis of B-ALL cells by suppressing glycolysis. By using Seahorse and LC-MS/MS to detect the metabolism of drug-treated cells, we uncovered that SNS-032 can significantly restrain the glycolysis of B-ALL cells by repressing glucose metabolism, thus reducing the metabolic intermediates, such as ATP and lactate, which are the energy sources and main materials for cellular anabolism (Ganapathy-Kanniappan, 2018; Abdel-Wahab et al., 2019). To further confirm our results, we used SoNar probe to dynamically detect the metabolic change and revealed that the ratios of SoNar-high cells significantly decreased upon treatment with SNS-032 and AZD4573, suggesting that CDK9 inhibitors suppressed the glycolysis of B-ALL cells. The results of RNA-seq indicated that SNS-032 restrained the glycolytic process by downregulating the expression of key enzymes, such as HK2, PFK, and LDHA. Moreover, the glycolysis inhibitors WZB117 and 2-DG enhanced the cell apoptosis of B-ALL cells induced by SNS-032 and AZD4573, suggesting that CDK9 inhibitors resulted in the apoptosis of B-ALL by partially inhibiting glycolysis. 

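Phosphofructokinase, which commits glucose to glycolysis, is encoded by PFKM, PFKP and PFKL, and these moved in both directions. PFKM, the muscle type, fell from 34.6 ± 0.194 FPKM with DMSO to 19.4 ± 0.669 FPKM with SNS-032 (SD, n = 3 each), and PFKP, the platelet type, from 48.6 ± 1.22 to 26.8 ± 0.979 FPKM (SD, n = 3 each). PFKL rose 1.88-fold, from 79.1 ± 2.98 to 148 ± 5.3 FPKM (SD, n = 3 each), and was the most abundant of the 3 genes with either treatment. The log2 fold changes were −0.81 for PFKM (adjusted p = 9.08e-09 from limma), −0.84 for PFKP (adjusted p = 6.02e-09) and 0.90 for PFKL (adjusted p = 1.62e-09). HK1, the hexokinase of most tissues, fell 2.18-fold, from 16.4 ± 0.73 to 7.55 ± 0.55 FPKM (SD, n = 3 each). PFKL lies on chromosome 21 of GRCh38 from 44300051 to 44327376.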

CDK9 inhibition promotes prostate cancer cells switch to fatty acid oxidation by inducing metabolic stress (Itkonen et al., 2019). In the present study, we did not observe the fatty acid metabolism on the top of SNS-032-inhibited pathway. 

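Of 24 measured genes of fatty acid oxidation, 17 were lower and 4 higher after SNS-032, with a median log2 fold change of −0.74. ECI2, an enoyl-CoA isomerase, fell from 24.5 ± 1.97 FPKM with DMSO to 5.24 ± 0.98 FPKM with SNS-032 (SD, n = 3 each). ETFB, which carries electrons from the acyl-CoA dehydrogenases, and ACAA2, the last enzyme of the cycle, fell by 1.88 and 1.70 on the log2 scale. ACADVL, the very long-chain acyl-CoA dehydrogenase, and CPT1B and CPT1A, which bring fatty acids into mitochondria, were higher by 0.81, 0.69 and 0.47. Of 33 genes of fatty acid and sterol synthesis, 22 were lower and 10 higher, with a median of −0.58. ACLY, which makes cytosolic acetyl-CoA, ELOVL6, a fatty acid elongase, and PMVK, a mevalonate pathway kinase, had log2 fold changes of −1.95, −1.86 and −1.92. MSMO1, an enzyme of cholesterol synthesis, rose 11.5-fold, from 44.9 ± 1.28 to 518 ± 27.8 FPKM (SD, n = 3 each). MVD of the mevalonate pathway was higher by 1.52. Both lists had the same numbers when adjusted over the list alone. With camera from limma, fatty acid oxidation had adjusted p = 0.044 (adjusted p = 0.306 with an estimated correlation), and fatty acid and sterol synthesis did not pass (adjusted p = 0.273).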

Notably, SNS-032 not only affected glycolysis but also the purine/pyrimidine metabolism and oxidative phosphorylation of B-ALL cells, thus requiring further mechanism exploration.

As CDK9 inhibitors, SNS-032 and AZD4573 stop the gene transcription and results in the downregulated expression of a large proportion of genes, such as c-Myc and Mcl-1 (Boffo et al., 2018). 

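MYC, which encodes the transcription factor c-Myc, was 1.56-fold lower after SNS-032, at 104 ± 1.39 FPKM (SD, n = 3) with DMSO and 66.4 ± 0.82 FPKM (SD, n = 3) with SNS-032. This is a log2 fold change of −0.64 (standard error 0.039, adjusted p = 9.97e-09 from limma). It did not reach the paper's threshold, an absolute log2 fold change of at least 2. MYC (Entrez gene 4609) lies on chromosome 8 of GRCh38 from 127735434 to 127741434. Of 66 measured genes that MYC is known to activate, 56 were lower and 8 higher, also when adjusted over the list alone, with a median log2 fold change of −1.14. UNG, a uracil-DNA glycosylase, fell from 51.8 ± 1.2 to 6 ± 0.136 FPKM (SD, n = 3 each). HSPE1, a mitochondrial chaperonin, and FARSA, a subunit of phenylalanyl-tRNA synthetase, fell by 2.84 and 2.69 on the log2 scale. WDR43, a factor of ribosome assembly, was higher by 1.77. The list was lower than all other genes with camera from limma (adjusted p = 2.66e-07), a call that was lost with adjusted p = 0.219 with an estimated correlation.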

Based on the results of RNA-seq, we found that SNS-032 dramatically reduced the expression of c-Myc. Moreover, the protein level of c-Myc decreased in B-ALL cells after SNS-032 and AZD4573 treatment. The metabolic reprogramming of tumor cells attributes to the regulation of target genes expression mediated by c-Myc (Dang et al., 2009; Hsieh et al., 2015). Thus, we infer that glycolysis is inhibited by CDK9 inhibitors because of the reduction of c-Myc level. The rescue experiment was performed to observed that the therapeutic effect of CDK9 inhibitors by overexpressing c-Myc in B-ALL cells. The cell apoptosis was abolished in c-Myc-overexpressing B-ALL cells after treatment with CDK9 inhibitors, accompanied by the relief of glycolysis, suggesting that the inhibitory effect in glycolysis of CDK9 inhibitors was mediated by downregulating c-Myc. This finding can be supported by flow cytometry with FITC Annexin V and PI staining that c-Myc overexpression could suppress SNS-032-induced apoptosis in REH cells. Meanwhile, the overexpression of c-Myc in REH cell enhanced glucose utilization, lactate production, and cell proliferation and inhibited apoptosis. Many glucose metabolism genes, such as GLUT1, HK2, PFKM, and LDHA, were documented to be directly regulated by c-Myc (Miller et al., 2012). To further explore the potential mechanism of c-Myc-mediated apoptosis upon SNS-032 treatment, we examined the protein expression of glycolysis-related gene. Our data demonstrated that the overexpression of c-Myc upregulated the mRNA and protein expression of GLUT1, HK2, and LDHA, thereby increasing glycolysis in REH cells. In addition, the expression of glycolysis-related genes was inversely correlated with the c-Myc expression level in the REH cell line treated with SNS-032, suggesting that c-Myc exerted an antagonistic effect on SNS-032-induced apoptosis by regulating glycolytic-related protein expression. In our study, whether c-Myc can reverse SNS-032 induced apoptosis by directly binding to the promoters of glycolytic genes requires further exploration.

## Conclusion

Taken together, by detecting the therapeutic effect of CDK9 inhibitors on B-ALL cell lines, we confirmed that CDK9 inhibitors induced the cell apoptosis of leukemic cells by inhibiting the c-Myc-mediated glycolysis and revealed the mechanism of CDK9 inhibitors in the treatment of B-ALL (Figure 7). This study provides a new treatment strategy for B-ALL in clinical practice.

**FIGURE 7:**
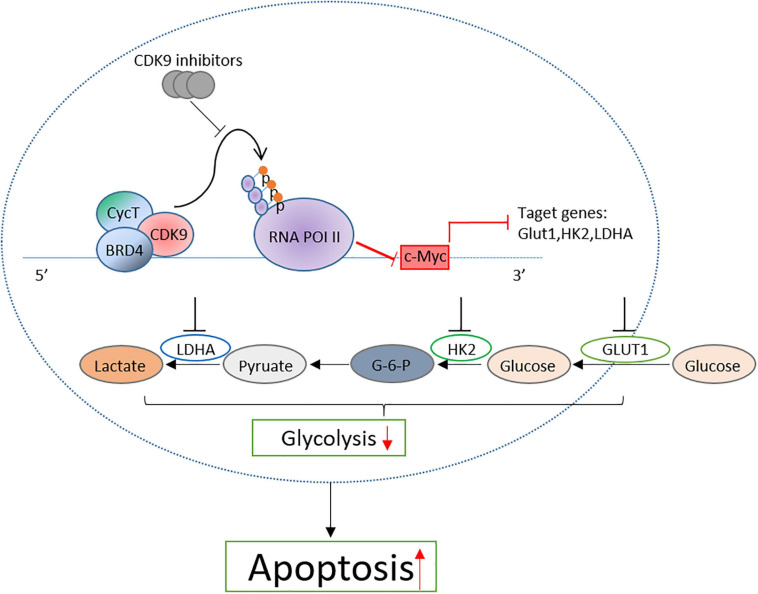
Proposal model of CDK inhibition induced the apoptosis of B-ALL cells by suppressing c-Myc mediated glycolysis.

## Data Availability Statement

The data presented in the study are deposited in the GEO repository, accession number GSE166339.

## Ethics Statement

The studies involving human participants were reviewed and approved by the SCMC Ethics Committee. The patients/participants provided their written informed consent to participate in this study.

## Author Contributions

C-WD, GY, and SG designed the study, analyzed and interpreted the data, and wrote the manuscript. W-LH and TA performed the experiments, and analyzed and interpreted the data. JX analyzed the RNA-seq data. HZ, W-WZ, NZ, R-YS, M-HL, J-MZ, and CJ performed the experiments. K-WL, KQ, and LC discussed the results and contributed to data interpretation. All authors read and approved the final manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: CDK9 Inhibitor Induces the Apoptosis of B-Cell Acute Lymphocytic Leukemia by Inhibiting c-Myc-Mediated Glycolytic Metabolism
**Source:** Front Cell Dev Biol. 2021 Mar 4;9:641271. doi: 10.3389/fcell.2021.641271
**Supplement:** Supplementary file 1

Supplementary Material

CDK9 inhibitor induces the apoptosis of acute lymphocytic leukemia by inhibiting c-Myc-mediated glycolytic metabolism

Wen-Li Huang, Tuersunayi Abudureheman, Jing Xia, Lei Chu, Hang Zhou, Wei-Wei Zheng, Neng Zhou, Rong-Yi Shi, Ming-Hao Li, Jian-Min Zhu, Kai Qing, Chao Ji, Kai-Wei Liang, Sa Guo, Gang Yin and Cai-Wen Duan

**Table S1**

Clinical data for primary ALLs

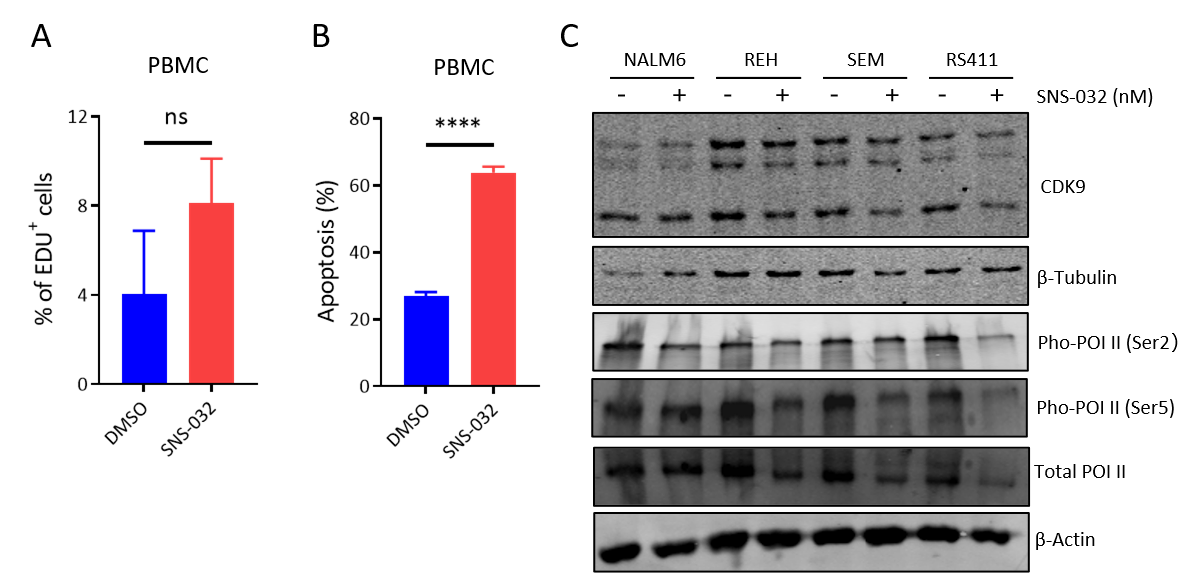

**Figure S1.** SNS-032 inhibits cell proliferation and induces apoptosis in B-ALL cells. (A) EdU-labeled cell cycle of human PBMCs was analyzed by flow cytometry after treatment with SNS-032 for 24 h. (B) Annexin V and PI labeled cell apoptosis of human PBMCs was analyzed by flow cytometry after treatment with SNS-032 for 24 h. (C) Protein expression levels of CDK9, Pho-POI II (Ser2), Pho-POI II (Ser5) and total POI II in B-ALL cell lines detected by Western blot after treatment with SNS-032 for 24 h.

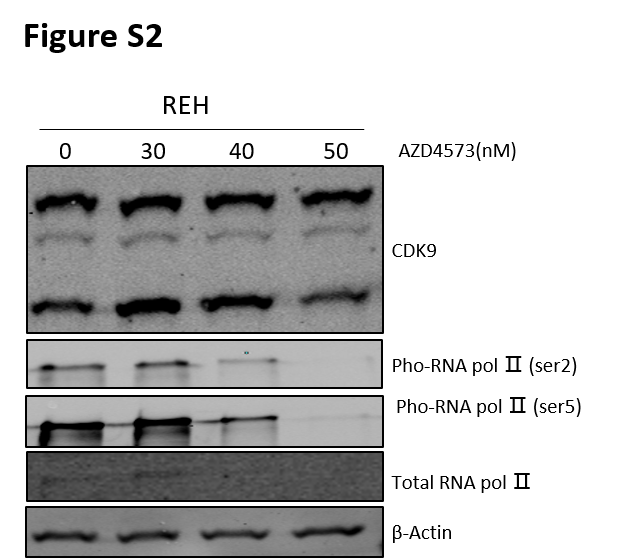

**Figure S2.** AZD4573 facilitates the apoptosis of B-ALL cells by inhibiting glycolysis. Protein expression levels of CDK9, Pho-POI II (Ser2), Pho-POI II (Ser5) and total POI II in REH cells detected by Western blot after treatment with AZD4573 for 24 h.

How the deposited data were processed for this re-analysis (not part of the article)

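RNA from REH cells treated with 200 nM SNS-032 or with DMSO for 24 h was sequenced, with 3 libraries per group and 6 in all. According to the paper, RNA was extracted with TRIzol, mRNA was reverse-transcribed, reads were mapped with Bowtie2 and HISAT, and the expression level was computed with RSEM. The submitters' processing notes name HISAT2 2.0.4 and the build GRCh38.p12. The authors deposited a table of 18216 genes with FPKM per gene and library, rounded to 2 decimals, together with their own log2 fold change, p-value and q-value of each gene. The authors' log2 fold change is SNS-032 over DMSO, as its sign against the group means shows, although its column name puts DMSO first. How the authors made the deposited p-value and q-value is not named in the paper's text for the RNA-seq data beyond a general statistics section. The authors' log2 fold change, p-value and q-value served only as alternatives, and 1239 genes have none.

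Gene identifiers were matched to RefSeq symbols for 17934 genes, and 25 symbols that the table holds as dates were replaced by their symbols. Coordinates came from GENCODE v29 on GRCh38, which held a model for 17622 of the genes. The values are FPKM and not counts, so the depth of each library, its counting error and any duplicate reads are unknown, and precision was judged from the spread between libraries alone. Of the genes, 18 were at 0 in all libraries.

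FPKM were used as deposited, without further scaling, as log2(FPKM + 1). Genes with a mean of at least 1 FPKM in either group were kept, 12239 in all. SNS-032 was compared with DMSO with limma 3.58.1 in R 4.3.3, with a trended prior variance, robust estimation and Benjamini-Hochberg adjustment over all genes tested. Genes with an adjusted p under 0.05 were called higher or lower, and genes were also counted at the paper's thresholds, an adjusted p under 0.001 and an absolute log2 fold change of at least 2. This is the test set for a table that holds normalized values in place of counts. On values simulated from the DMSO and SNS-032 spread with 200 changed genes among 10845, beside a list moved as a whole, it recovered 59 of 68 genes changed by 0.5 on the log2 scale, all 66 changed by 1 and all 66 changed by 2. Of its 238 calls, 9 were false. The simulation changed few genes, with noise independent between genes, while most genes tested were called in the data. These rates therefore need not hold for the data.

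A set of 34 gene lists was written from textbook knowledge: core glycolysis, glycolysis/gluconeogenesis, pyruvate, purine and pyrimidine metabolism, nuclear and mitochondrially encoded genes of oxidative phosphorylation, the tricarboxylic acid cycle, the pentose phosphate pathway, fatty acid oxidation, fatty acid and sterol synthesis, serine, glycine and one-carbon metabolism, glutathione metabolism, MYC targets, ribosomal proteins, DNA replication, mitosis, replication-dependent histones, anti-apoptotic and pro-apoptotic genes, p53 signaling, direct p53 targets, PI3K-Akt signaling, immediate early genes, P-TEFb and elongation factors, the B lineage, the integrated stress response, heat shock, interferon response, cytokines and their receptors, and markers of T cells, myeloid cells, erythroid cells with megakaryocytes, and cells outside the blood. They are not the KEGG sets of the paper. For each list the genes higher and lower were counted over all genes tested and adjusted over the list alone. Lists with at least 5 tested genes were tested with camera of limma with the preset correlation of 0.01, adjusted over 31 lists. Gene set enrichment analysis was run with fgsea 1.28.0, with genes ranked by the signal-to-noise ratio on linear FPKM, each SD taken as at least 0.2 times its mean. Principal components were computed on centred, unscaled log2 values, and Pearson's r on the log2 values without centring.

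The named genes are genes in the table that the paper names in its text or labels in Figure 5A, the 8 largest rises and 8 largest falls, and up to 3 rises and 3 falls per list. CDK2, which the paper also names, was not among them. The largest rises and falls were taken among genes past the paper's thresholds, with at least 20 FPKM in the higher group and no overlap between the groups. List members needed an adjusted p under 0.05 and at least 5 FPKM. Because the paper's figures label genes from these libraries, those values count as seen. Some genes that the rule takes are not reported here. PLK3, SLC2A3, PGK1, PGAM1, PSMB5 and APOA1, KRT8 and KRT18 fall outside this rule and are named after their values were seen, as are the 10 genes of the MTRNR2L family.

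The test, the filter, the lists, the rule for named genes and the following alternatives were set before the data were examined: a pseudocount of 0.1, no filter on low values, the replicate number as a block, leaving out each library in turn, an estimated correlation in camera, another ranking for the enrichment analysis, and the 500 most variable genes for correlation and components. Other alternatives were added after the data were seen: rescaling each library to a total of 1e+06 or by its median ratio, no filter together with a pseudocount of 0.1, a pseudocount of 0.01, the authors' p-value over the genes tested, the authors' q-value over all genes, leaving out the histone genes, linear FPKM, each gene divided by its SD, and each gene centred on its mean. Nothing per library was left out of the table. Quantitative PCR, Western blots, flow cytometry, metabolic assays and the experiments on patient cells were not analysed here.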

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

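The tests of S phase, of reads moved between histone copies, of the scaling of the libraries for the p53 targets, and of the 3 explanations for the MTRNR2L family were chosen only after the result was seen. A test of scaling by the median ratio, set before for the p53 targets, decided nothing, because its factors lay between 0.9811 and 1.018. The results in this part stand out because they concern genes that the paper does not name, apart from MYC and MCL1 among the immediate early genes.

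All 62 replication-dependent histone genes tested, of which 6 hold the same values as another and are not separate measurements, were higher after SNS-032, with a median log2 fold change of 3.56 (3.57 over the 57 genes above 0 with DMSO) and adjusted p = 9.75e-18 from camera of limma (adjusted p = 0.235 with an estimated correlation). Their FPKM summed to 79.6 ± 3.8 with DMSO and 1660 ± 240 with SNS-032 (SD, n = 3 each), and the lowest SNS-032 library was 17.4-fold above the highest DMSO library, which argues against reads moved between near-identical copies as the whole cause. More cells in S phase would raise the genes of DNA replication, but their median was −1.23 (upper quartile −0.71). SNS-032 may lower these genes whatever the share of cells in S phase, so their fall cannot decide this. The paper reports fewer EdU-positive B-ALL cells after SNS-032. The 202 other intronless protein-coding genes, taken at any length, had a median of 0.0436 (upper quartile 0.86). This argues against a gain of intronless genes in general, while a gain of short ones alone was not tested. Histone transcripts normally lack a poly(A) tail, so more of them with such a tail, or more of them per cell, may each give this rise, and neither was tested.

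Of the 29 direct p53 targets, 26 were higher, and the list's call by camera was lost with adjusted p = 0.215 with an estimated correlation. The median log2 ratio of their group means exceeded that of all genes tested by 2.76 (lower quartile 0.83), and a factor per library moves all genes alike, which argues against the scaling of the libraries as the cause of a rise against other genes. The list's median log2 fold change of 2.03 exceeded all of 10000 random lists matched on the level with DMSO (percentile 100, highest random median 0.78), which argues against a rise of weakly expressed genes in general, although such lists treat genes as independent. An activation of p53 by the treatment may underlie the rise and was not tested, because p53 protein was not analysed here and direct targets can also respond to other stress pathways. With no spike-in used here, a rise per cell stays open.

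The MTRNR2L genes, nuclear copies of mitochondrial 16S ribosomal RNA, held 5.6% ± 0.31 of the summed FPKM with SNS-032 and 1.3% ± 0.071 with DMSO (SD, n = 3 each), 4.31-fold more. The 9 members measured with both treatments moved together, none further than 0.665 from the family's median log2 ratio, as reads of the mitochondrial RNA counted at its nuclear copies may give. Members that share reads would move together whatever the source, so this cannot decide where the reads came from. Their median log2 ratio exceeded that of all genes tested by 2.48 (lowest member 2.18), and neither this nor a share changes with a factor per library, which argues against the scaling of the libraries. A fall of polymerase II transcripts per cell, which would raise the share of mitochondrial RNA, cannot be told apart from a rise of that RNA, because 0 genes of the mitochondrial genome were measured and no spike-in was used here. These reads overlap between members, so the value of a single member, such as 2870 ± 125 and 11600 ± 998 FPKM for MTRNR2L2, is uncertain.

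Of 33 immediate early genes, 28 were higher and 4 lower (28 and 5 when adjusted over the list alone), with a median log2 fold change of 1.66, KLF6 at 4.72 and adjusted p = 2.85e-07 from camera of limma (adjusted p = 0.215 with an estimated correlation). Of 17 heat shock genes, 14 were lower and 1 higher (the same when adjusted over the list alone), with a median of −1.41, HSPD1 at −2.55, DNAJA1 at −2.33, DNAJB6 at 0.44 and adjusted p = 0.00233 (adjusted p = 0.23 with an estimated correlation).

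With 3 libraries against 3 there are 10 splits, too few for a share under 0.05. The real split gave 431 and 298 genes at the paper's thresholds and 4882 and 6032 at an adjusted p under 0.05, and the highest other split gave 0 for each (1 split as large, the real one). For gene lists past camera's threshold the real split gave 14 and the highest other split 15, with 3 splits as large. Every other split puts libraries of both treatments into each group. The treatment difference then widens the spread within groups and partly remains between them. Neither the 0 genes nor the 15 lists can therefore decide whether the calls arose by chance.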

How the results depend on the processing

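All 188 named genes kept their direction and their side of the threshold under the alternative fits, apart from a pseudocount of 0.01, which was run for counts of genes only. All 188 passed the threshold in the reported fit, and those that the paper does not name were picked for large changes past it. Their stability therefore says little about the calls of other genes. The number of genes higher at the paper's thresholds was 421 to 435 and lower 295 to 303 when each library was left out in turn, and 4750 to 4896 higher and 5885 to 6038 lower at an adjusted p under 0.05. With the replicate block these were 429, 297, 4862 and 5989. The deviations of libraries with the same number had r of −0.119, 0.014 and −0.016 across genes, and those with different numbers −0.109 to 0.124. The values thus show no pairing by number. Whether libraries were handled in pairs cannot be read from them. With a pseudocount of 0.1, 1227 genes were higher and 532 lower at the paper's thresholds, and of the alternatives chosen after seeing the data, a pseudocount of 0.01 gave 1351 and 577, no filter with a pseudocount of 0.1 gave 1496 and 545, rescaling to a total of 1e+06, which also raises every value against the pseudocount and lets 13356 genes pass the filter, gave 670 higher while the median ratio gave 439 and 278, the authors' p-values over the genes tested gave 1409 and 554, and their q-values over all genes gave 2533 and 635. A smaller pseudocount enlarges the log2 fold change of weakly expressed genes by construction. The median log2 fold change of all genes moved from −0.14 to −0.11 with either rescaling, while without a filter it was 0.02, with 6804 genes higher and 6312 lower at an adjusted p under 0.05, and 6925 and 6306 with a pseudocount of 0.1 as well, so that more genes were higher than lower. With an estimated correlation in camera all 14 list calls were lost, with adjusted p of 0.0664 for DNA replication, 0.118 for pyruvate and purine metabolism, 0.215 for pyrimidine metabolism, direct p53 targets and immediate early genes, 0.219 for MYC targets, 0.23 for heat shock, 0.235 for histones, 0.299 for the pentose phosphate pathway, 0.306 for glycolysis/gluconeogenesis, oxidative phosphorylation and fatty acid oxidation, and 0.715 for ribosomal proteins. The pentose phosphate pathway ranged from 0.0427 to 0.0533 when each library was left out. Without a filter and with the preset correlation, glutathione metabolism (0.0314) and mitosis (0.00723) passed and ribosomal proteins did not (0.143). The integrated stress response, never called, turned from up to down (0.712). With a pseudocount of 0.1 as well these were 0.0266, 0.00711, 0.13 and 0.737. Rescaled to a total of 1e+06, ribosomal proteins had 0.0626. For the lists the cause was not tested. Of the results on counts of genes, 47 stayed within 1.5 times the reported count and 11 did not, and of those on lists 378 kept their direction and call. Enrichment scores kept their sign and threshold, from −1.76 to −1.64 for glycolysis/gluconeogenesis, −2.55 to −2.49 for purine and −2.2 to −2.13 for pyrimidine metabolism with a library left out, and −1.78, −2.49 and −2.27 ranked by the limma statistic. Over the 500 most variable genes the components held 99.4% and 0.253%, with a lowest r within a treatment of 0.991 and a highest r between treatments of 0.18. With linear FPKM these were 99.2%, 0.535%, 0.9987 and 0.784. With each gene divided by its SD the components held 86.4% and 5.52%, and with each gene centred on its mean the r were 0.947 and −0.97, the latter reversed because centring 2 groups of equal size sets them against each other by construction. Other scalings and tests planned for counts, and log FPKM beside counts, were not run, because the values are FPKM. Depth is unknown, so its limit on weakly expressed genes cannot be given.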

Differences from the paper's values

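At the thresholds the paper states, the paper's count of upregulated genes is 1294 and the count here is 431, and the paper's count of downregulated genes is 545 and the count here is 298. Of the alternatives set before the data were examined, a pseudocount of 0.1 closes both gaps, with 1227 and 532. No filter on low values (431 and 298), the replicate block (429 and 297) and leaving out each library in turn (421 to 435 and 295 to 303) do not. Dropping the filter alone could not close them. A gene with a mean under 1 FPKM in both groups cannot change by 2 on the scale of log2(FPKM + 1). Of the alternatives chosen after seeing the values, no filter with a pseudocount of 0.1 gave 1496 and 545, a pseudocount of 0.01 gave 1351 and 577, and the authors' deposited p-values over the genes tested gave 1409 and 554, all within 1.5 times the paper's counts, while the authors' q-values over all genes gave 2533 and 635, of which the second is within 1.5 times. Rescaling to a total of 1e+06, which also raises every value against the pseudocount and tests 13356 genes, gave 670 and 447, again with the second within 1.5 times, and rescaling by the median ratio, with 439 and 278, closes neither gap. Which genes the paper called cannot be listed, but of the 431 and 298 genes called here, 425 and 290 also pass these thresholds in the authors' table, and of the 1227 and 532, 1213 and 500 do.

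The paper's normalized enrichment scores are about −1.6 for glycolysis/gluconeogenesis, about −2.1 for purine and about −1.9 for pyrimidine metabolism in Figures 2G,H, read by eye, against −1.68, −2.59 and −2.18 here, on lists that are not the paper's sets. Of the alternatives set before the data were examined, and with the SD of the scores over the left-out libraries (0.0449 for glycolysis/gluconeogenesis) as tolerance, the gap closes for glycolysis/gluconeogenesis without DMSO replicate 2 (−1.64). The score of −1.65 without DMSO replicate 1 or SNS-032 replicate 2 lies just outside this tolerance, which is finer than a reading by eye. For purine and pyrimidine metabolism no left-out library closes the gap, and ranking by the limma statistic (−1.78, −2.49 and −2.27) closes it for none of the lists.

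The paper's first principal component holds about 83% of the variance in Fig. 2B and its second about 13%, both read by eye. Here they held 97.6% and 0.946%. For the second, the 500 most variable genes (0.253%) do not close the gap. Nor do linear FPKM (0.535%) or each gene divided by its SD (5.52%), both chosen after seeing the values. With each gene divided by its SD the first component held 86.4%, nearer to the paper's value. The paper's correlation between the treatments is about −0.9 in Fig. 2A, read by eye, against a highest r of 0.834 here. The 500 most variable genes give 0.18, and centring each gene on its mean, a setting chosen after seeing the values, gives −0.97 and drops none of the paper's called genes, since it calls no gene.

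The paper states that SNS-032 lowered the expression of p53 signaling (Figure 2E). Its pathway analysis took KEGG pathways and genes at an adjusted p under 0.001. The lists here are not the KEGG sets, and their genes were called at an adjusted p under 0.05. A pathway analysis of up- and downregulated genes is also a different measure from a count of genes in each direction. Of the 59 genes of p53 signaling here, 32 were higher and 24 lower, and of 29 direct targets 26 were higher and 2 lower, BAX and RPS27L. The paper states the same for PI3K-Akt signaling, of which 40 of 69 genes were lower and 23 higher here. Neither signaling list passed camera from limma (adjusted p = 0.0964 for p53 signaling and 0.313 for PI3K-Akt signaling). Citing earlier work, the paper names Mcl-1 beside c-Myc among the genes that CDK9 inhibitors lower. Here MCL1 was 2.63-fold higher after SNS-032 and MYC 1.56-fold lower. These are RNA values relative to each library's total, in REH cells at 24 h. With no spike-in used here, a change per cell stays open. From its RNA-seq results the paper describes c-Myc as dramatically reduced. MYC had a log2 fold change of −0.64 here, short of the paper's threshold of an absolute 2. Of the phosphofructokinase genes, which the paper names together as lower, PFKM and PFKP were lower and PFKL was 1.88-fold higher.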

Other observations

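Genes of DNA replication and of mitosis were mostly lower after SNS-032. Of 48 genes of DNA replication, 44 were lower and 2 higher, with a median log2 fold change of −1.23 and adjusted p = 6.54e-08 from camera of limma (adjusted p = 0.0664 with an estimated correlation). MCM6 of the replicative helicase and RNASEH2A, a ribonuclease, fell by 2.89 and 2.90 on the log2 scale, and ORC4 of the origin recognition complex was higher by 1.29. MCM4 and MCM7, which the paper measured by other methods, were 3.51-fold and 2.86-fold lower. Of 41 mitosis genes, 28 were lower and 8 higher. Camera gave adjusted p = 0.0964 over the lists, 0.306 with an estimated correlation, and 0.00723 without a filter at the preset correlation. MAD2L1 of the spindle checkpoint was at −1.97, and PRC1 and KIF23 of cytokinesis were higher by 2.63 and 2.14. Of 79 ribosomal protein genes, 43 were higher and 26 lower (median 0.28, adjusted p = 0.0356, adjusted p = 0.715 with an estimated correlation, 0.143 without a filter on low values, and 0.0626 with the libraries rescaled to a total of 1e+06). RPS29 and RPLP1 were higher by 1.84 and 1.74 and RPL7A was at −1.48, with reads shared among many pseudogenes, and the family held 21.8% ± 0.31 of the summed FPKM with DMSO and 27.5% ± 0.89 with SNS-032 (SD, n = 3 each). Of 37 proteasome subunits, 28 were lower and 6 higher (75.7% lower, median −0.69), among them PSMB5 at −3.03, and of 78 mitochondrial ribosomal proteins, 68 were lower and 3 higher (87.2%, median −1.10), against 49.3% lower of all genes tested. Both of these groups were chosen after their values were seen.

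Genes that act in apoptosis went both ways. Of 8 anti-apoptotic genes, 5 were higher and 2 lower (adjusted p = 0.169), and of 19 pro-apoptotic genes, 5 were higher and 11 lower (adjusted p = 0.569). MCL1 went from 44.2 ± 1.23 to 116 ± 3.75 FPKM and BIRC5, which encodes survivin, from 39 ± 1.72 to 274 ± 10.3 FPKM (SD, n = 3 each). BCL2 went from 54.4 ± 2.48 to 31.5 ± 0.78 FPKM and BCL2L1, which encodes BCL-XL, from 20.7 ± 0.795 to 6.62 ± 0.315 FPKM (SD, n = 3 each). Of 36 genes of P-TEFb and transcription elongation, 11 were higher and 22 lower (adjusted p = 0.338). CDK9 itself was 1.37-fold and its partner CCNT1 6.32-fold higher, while POLR2A, the largest subunit of RNA polymerase II, was 2.47-fold lower and CDK7 2-fold lower. ACTB, the actin gene used as a reference in many assays, was 1.18-fold higher.

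Of 34 B-lineage genes, 12 were higher and 19 lower (adjusted p = 0.495), with log2 fold changes of −2.34 for CD24 and −2.07 for VPREB1, a surrogate light chain, and of 1.25 for CD74 and 1.90 for IKZF3. Of 37 cytokine and receptor genes, 19 were higher and 16 lower (adjusted p = 0.338), with log2 fold changes of TNF at 3.39, IL15 at 3.19 and CSF2RA at 3.09, and of IL1B at −3.51, IL7R at −2.22 and TNFSF4 at −1.27. Of 30 interferon response genes, 9 were higher and 18 lower (adjusted p = 0.313), with a log2 fold change of 1.53 for IFI6. Of 25 genes of the integrated stress response, 12 were higher and 13 lower (adjusted p = 0.758), with log2 fold changes of SESN2 at 4.04 and ATF3 at 3.46, and XBP1 3.8-fold and DDIT3 4.06-fold lower. Its median of −0.17 and its mean of 0.10 differ in sign, and camera's direction was up. Few markers of other cell types passed the filter on low values. Of 5 T-cell markers 3 were higher and 2 lower (median 0.64, mean −0.01, adjusted p = 0.672), of 6 myeloid markers 3 were higher and 3 lower (adjusted p = 0.631), of 4 erythroid and megakaryocyte markers 3 were higher and 1 lower, and of 4 markers of cells outside the blood 4 were higher (APOA1, KRT18, KRT8 and SYT1). None of the 13 mitochondrially encoded genes was measured. Apart from the immediate early genes, all lists had the same numbers when adjusted over the list alone.

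Of 4333 genes below 0.1 FPKM with DMSO, 177 were at 1 FPKM or more with SNS-032, while of 3005 genes below 0.1 FPKM with SNS-032, 3 were at 1 FPKM or more with DMSO.

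A hypothesis written before the fold changes were seen was that longer genes fall more than shorter genes, since CDK9 releases paused RNA polymerase II into elongation. Within quartiles of mRNA length, the genes with the shortest span had a median log2 fold change higher than those with the longest by 0.0052 at the least and by 0.185 at the most, over 11943 of the 12239 genes with a gene model. The prediction asked for a difference of at least 0.5, so the values argue against a difference of that size at 24 h. A smaller difference in the same direction stays open, and FPKM do not measure elongation itself.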
